# Fucosyltransferase 4-derived peptide bioconjugates on carbon nanotubes enhance antitumor immunity in an ovarian cancer mouse model

**DOI:** 10.3389/fimmu.2026.1821727

**Published:** 2026-05-19

**Authors:** J. J. Guzmán-Mendoza, B. Sánchez-Ramírez, A. Velarde-Calderón, A. M. González-González, C. García-Campuzano, A. Jiménez-Bernal, L. U. López-Bailón, P. Talamás-Rohana

**Keywords:** antigen-based nanovaccine, carbon nanotubes, CD8 T cell immunity, nanotechnology-based immunotherapy, ovarian cancer, tumor-associated antigen

## Abstract

Ovarian cancer is characterized by a profoundly immunosuppressive tumor microenvironment, which has limited the clinical success of immunotherapy approaches. Antigen-based nanovaccines represent a promising strategy to enhance antitumor immunity by improving antigen delivery and immune activation. In this study, we evaluated carbon nanotubes (CNTs) bioconjugated with a peptide derived from tumor-associated antigen fucosyltransferase 4 (FUT4) as an immunomodulating platform in an immunocompetent ovarian cancer mouse model. FUT4 expression was confirmed in the ID8-Defb29/Vegf-a (ID8DVLuc) ovarian cancer model using flow cytometry and confocal microscopy. C57BL/6 mice were immunized with free peptide combined with a conventional adjuvant (PEP37 Adj), FUT4 peptide–conjugated CNTs (*f*-CNTs), or *f*-CNTs combined with adjuvant (*f*-CNTs Adj), and compared with nonimmunized controls. Immune profiling revealed increased leukocyte infiltration and enrichment of M1-like macrophages, dendritic cells, and CD8^+^ T cells, along with a reduction in regulatory T cells. *f*-CNT immunization also induced enhanced humoral responses, increased splenocyte proliferation upon *ex vivo* peptide restimulation, and increased *ex vivo* CD8^+^ T-cell–mediated cytotoxicity. Exploratory RNA sequencing of ascites-derived cells from *f*-CNT–immunized mice suggested the upregulation of genes associated with antigen processing and presentation, CD8^+^ T-cell activation, and Th1-type immune responses. Immunized mice exhibited reduced ascites accumulation, delayed disease progression, as assessed by bioluminescence imaging, and prolonged survival, with the most pronounced effects observed in the *f*-CNT group. Based on these findings, we propose that FUT4 peptide–conjugated CNTs function as an antigen-based nanoplatform that enhances antitumor immune responses in a murine ovarian cancer model. While additional studies are needed to further validate antigen specificity and therapeutic robustness, this work supports the potential of CNT-based nanocarriers as immune-modulating platforms for ovarian cancer immunotherapy.

## 1 Background

Ovarian cancer remains a challenge in oncology and is the leading cause of gynecological cancer-related mortality worldwide. Despite advancements in surgical techniques and chemotherapeutic regimens, the survival rates for patients diagnosed with advanced ovarian cancer remain poor, with a five-year survival rate of less than 30%, an estimated increase of 3.7% in cases, and 4.7% in deaths in 2020 (1, 2). High recurrence rates and the emergence of chemoresistance underscore the urgent need for novel therapeutic strategies that address the complex biological features of ovarian tumors. In this context, immunotherapy has emerged as a promising approach; however, its effectiveness in ovarian cancer is limited by the profoundly immunosuppressive tumor microenvironment (TME) and the low intrinsic immunogenicity of tumor cells (3, 4), highlighting the need for alternative immunomodulatory strategies.

One emerging approach to overcome these challenges involves the use of nanomaterials as immunomodulatory platforms for the delivery of tumor-associated antigens (5, 6) Among these, carbon nanotubes (CNTs) have attracted considerable attention because of their unique physicochemical properties, including high surface area, structural stability, and versatile functionalization capabilities (7, 8). CNTs have demonstrated biocompatibility and immune-modulatory potential, supporting their use as nanocarrier platforms in cancer immunotherapy (9). Recent studies have shown that CNT-based systems can enhance immune responses by facilitating the delivery of antigens, adjuvants, and therapeutic peptides both *in vitro* and *in vivo (*9–11).

Fucosyltransferase-4 (FUT4), is an α1,3-fucosyltransferase that catalyzes the terminal addition of fucose residues to type II lactosamine chains, generating predominantly Lewis X (LeX/CD15) and, contributing to sialyl-Lewis X (sLe X) structures, and has been implicated in tumor progression and immune evasion mechanisms (12–14). The cancer-related relevance of this aberrant glycosylation pattern is specifically linked to the pathological overexpression of FUT4 in malignant cells, which increases the surface density of LeX/sLeX motifs. This altered glycosylation enhances tumor cell adhesion, migration, and metastatic dissemination (13, 15).

Overexpression of FUT4 increased CD15/CD15s expression and significantly enhanced adhesion of non-small cell lung cancer cells to brain-derived endothelial cells. Importantly, this overexpression also disrupted the endothelial monolayer and promoted a metastatic-like phenotype. Notably, even originally non-metastatic cells acquired metastatic-like behavior upon FUT4 overexpression (13). Overexpression of FUT4 directly altered the migration and invasion capacity of melanoma cells. Mechanistically, these effects were associated with PI3K/Akt pathway activation, supporting a direct signaling link between FUT4-driven glycosylation and metastatic behavior (14).

Importantly, the literature also supports a role in immune escape. FUT4-driven Lewis X-rich glycans can engage C-type lectin receptors expressed by dendritic cells and macrophages, particularly DC-SIGN-related pathways, favoring tolerogenic antigen sensing. Recognition of tumor-associated fucosylated Lewis antigens by these lectin receptors has been associated with increased production of IL-10 and other immunoregulatory mediators, promoting a shift away from effective Th1/cytotoxic antitumor immunity toward a more suppressive or Th2-biased response (15).

FUT4 overexpression has been reported in several malignancies, including acute lymphoblastic leukemia, colon cancer, breast cancer, pancreatic cancer, lung cancer, and gastric cancer (16–19), and has been linked to processes such as epithelial–mesenchymal transition, invasion, proliferation, and metastasis through the regulation of metalloproteinases and multidrug resistance pathways (14, 20). Notably, elevated FUT4 expression is correlated with poor prognosis and enhanced immunosuppressive signaling in lung adenocarcinoma, including associations with ERBB signaling and PD-1 expression (13). These observations support the rationale for exploring FUT4-derived peptides as tumor-associated antigens in immunotherapeutic strategies.

In previous work, we employed bioinformatics approaches to design a multiepitope peptide (PEP37) derived from the FUT4 sequence, which was subsequently bioconjugated onto CNTs via an ester bond, generating FUT4 peptide-bioconjugated CNTs (*f-*CNTs). These nanoconjugates were physicochemically characterized and evaluated for cytotoxicity in the SKOV-3 and J774A.1 cell lines, demonstrating no significant cytotoxic effects. Additionally, *f-*CNTs were shown to activate and polarize macrophages toward an M1-like phenotype *in vitro*, suggesting their potential as immunomodulatory nanocarrier platforms (21).

In the present study, we evaluated the immunomodulatory effects of *f-*CNTs in an immunocompetent murine model of ovarian cancer. Specifically, we assessed their ability to modulate immune cell populations within the tumor-associated microenvironment, enhance antigen-directed immune responses, and influence disease progression and survival. By integrating nanotechnology-based antigen delivery with tumor immunology, this work aims to provide insight into the potential of CNT-based nanoconjugates as immune-modulating platforms for ovarian cancer.

## 2 Methods

### 2.1 Fucosyltransferase 4-Bioconjugated CNTs

FUT4 bioconjugated CNTs were previously synthesized, bioconjugated, and fully characterized as described by Guzman-Mendoza et al. (2024) (21). All immunizations were performed using sterile PBS-dispersed functionalized carbon nanotubes (*f-*CNTs). The formulation remained stably dispersed under physiological conditions and exhibited a ζ-potential of −27.0 ± 0.70 mV, consistent with successful surface functionalization and colloidal stability. Briefly, *f*-CNTs were generated through our previously standardized esterification-based bioconjugation strategy, in which a chemically synthesized 37-amino-acid FUT4-derived peptide corresponding to the sequence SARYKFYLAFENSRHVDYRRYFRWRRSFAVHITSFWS (designated PEP37) was covalently immobilized onto the CNT surface through ester bond formation. This process achieved a peptide loading of 7.77 mg of peptide per 100 mg of *f*-CNTs. The resulting *f*-CNTs had an average length of 0.320 ± 0.129 µm and showed no significant batch-dependent variations among independently prepared formulations.

### 2.2 ID8-Defb29/Vegf-a cell line

C57BL/6 murine ovarian surface tumorigenic epithelial ID8 cells (22) were lentivirally cotransduced with *Vegf-a* and *Defb29* and selected with puromycin and neomycin to accelerate malignant progression upon intraperitoneal injection (23) through the recruitment of tumor-promoting myeloid cells (24). The ID8-Defb29/Vegf-a cell line used in this study was kindly provided by Dr. José R. Conejo-Garcia under a Material Transfer Agreement (MTA) from The Wistar Institute of Anatomy and Biology (Philadelphia, PA, USA). This cell line is derived from the MOSEC ID8 line originally generated at The University of Kansas Medical Center and was transferred in accordance with the terms of the MTA (December 12, 2011) for research purposes.

### 2.3 Animals

Five-week-old C57BL/6 female mice were obtained from the *Unidad de Producción y Experimentación de Animales de Laboratorio* (UPEAL) at CINVESTAV and maintained under standard laboratory conditions with food and water *ad libitum*.

### 2.4 Ovarian cancer model (ID8DVLuc/C57BL/6)

The ascitogenic model of peritoneal carcinomatosis (ID8-Defb29/Vegf-a), which is characterized by a profound accumulation of immunosuppressive myeloid-derived cells within the tumor microenvironment, was used as an ovarian cancer model.

The ID8-Defb29/Vegf-a cell line is a syngeneic murine ovarian cancer model derived from C57BL/6 ovarian surface epithelial cells, genetically modified to overexpress β-defensin 29 (Defb29) and VEGF-A, which together promote enhanced leukocyte recruitment, angiogenesis, rapid peritoneal dissemination, and robust malignant ascites formation. Compared with parental ID8 cells, this variant generates a more aggressive, highly immunosuppressive tumor microenvironment, characterized by profound accumulation of tumor-associated macrophages, myeloid-derived suppressive populations, and regulatory lymphoid components.

This model was specifically selected because it closely recapitulates the advanced peritoneal carcinomatosis and ascites-dominant immune landscape, making it particularly suitable for evaluating the capacity of immune-modulating CNT-based therapeutic nanovaccines to remodel suppressive myeloid populations and restore productive antitumor T-cell responses. The ID8-Defb29/Vegf-a (ID8DVLuc) cell line (1 × 10^6^ cells/mouse) was intraperitoneally inoculated into female C57BL/6 mice.

The mice were randomly assigned to experimental groups. Sample sizes were determined based on prior exploration studies using this model and resource availability for each experiment. The mice were immunized subcutaneously with the antigens. Preimmune serum was collected before immunization. The immunization protocol (described in detail below) was followed, and on day 35, the mice were inoculated with ID8DVLuc cells or PBS (a control without cancer).

Disease progression was monitored using body weight, ascites volume, and bioluminescence imaging, which are commonly employed as surrogate measures in the ID8DVLuc intraperitoneal ovarian cancer model. This model involves the development of disseminated peritoneal implants rather than a single measurable solid tumor mass; therefore, solid tumor nodules were not quantified.

*In vivo* bioluminescence imaging (Newton 7.0, Vilber) was used to monitor tumor development. To induce the luminescent signal, D-Luciferin (PerkinElmer, Cat. No. 122799) was administered intraperitoneally (150 mg/kg). The mice were anesthetized before D-Luciferin injection using a Vilber 7.0 anesthesia system (Newton 7.0, Vilber), which delivered 3% isoflurane in 100% oxygen. Induction occurred within 2 to 3 minutes, at which time a surgical plane of anesthesia was achieved, as indicated by the absence of the pedal withdrawal reflex. Maintenance was sustained at 1.5 to 2% isoflurane throughout the imaging sessions. This protocol was implemented to minimize animal distress during *in vivo* bioluminescence imaging of tumor progression, ensuring that the animals remained unconscious and unresponsive throughout the process. Isoflurane was chosen because of its rapid induction, controllable depth, and minimal interference with luciferase activity, making it ideal for imaging studies. The animals were placed on a heating stage to prevent hypothermia and were continuously monitored for vital signs and anesthetic depth.

The humane endpoint was set at a weight increase of more than 30 g, as this model induces ascitic fluid accumulation with a sudden weight increase. For survival studies, the mice were monitored until the endpoint. The mice were euthanized via intraperitoneal injection of sodium pentobarbital at a dosage of 200 mg/kg. This method induces rapid, deep anesthesia followed by respiratory and cardiac arrest. The absence of reflexes and responses to stimuli was confirmed before cervical dislocation was performed as a secondary physical method to ensure death. This protocol guarantees a humane endpoint and complies with all relevant ethical standards. Retroorbital venous blood samples were collected from anesthetized mice. Subsequently, the ascitic fluid was aseptically extracted by percutaneous puncture of the abdominal cavity using a sterile syringe. Finally, animals were sacrificed by cervical dislocation, and the spleen was also aseptically extracted. Spleen cells were isolated by centrifugation at 1500 rpm for 5 min at 4 °C. The resulting cell pellet was collected for further immunophenotyping analyses. The liver, heart, kidneys, and lungs were used for histological analysis (**Scheme 1**).

**Scheme 1:**
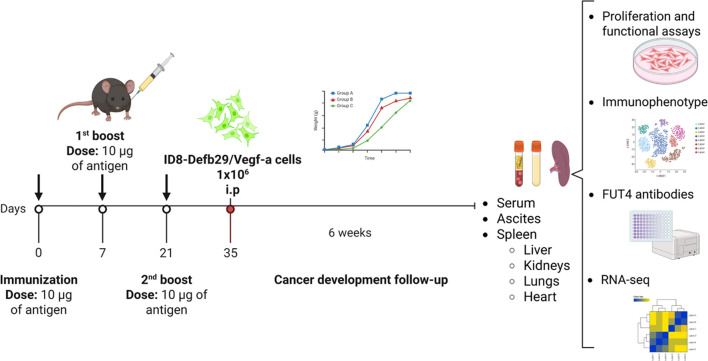
Immunization protocol and experimental design. The experimental groups were immunized with PEP37 plus adjuvant (PEP37 Adj), *f-*CNTs, or *f-*CNTs plus adjuvant (*f*-CNTs Adj). Nonimmunized mice were used as a control for cancer development, and nonimmunized mice without ID8DVLuc cells were used as a basal control. Created in BioRender. Velarde, A. (2026) https://BioRender.com/5ujr3zz.

### 2.5 Immunization protocol

Five-week-old female C57BL/6 mice were used as the experimental model to evaluate immune responses, which was considered the ovarian cancer model. The mice were randomly assigned to the experimental groups, which included the PBS control, PEP37 plus adjuvant, *f-*CNTs, and *f-*CNTs plus adjuvant groups (Titer gold max, Sigma–Aldrich, Cat No. T2684). Nonimmunized mice with or without inoculation of ID8DVLuc cells served as controls. Animals were immunized subcutaneously (s.c.) with different antigens (PBS, PEP37 plus adjuvant, *f-*CNTs, or *f-*CNTs plus adjuvant) (**Scheme 1**).

Venous blood samples were collected via the tail vein before immunization to obtain preimmune serum. The first immunization (day 0) contained 10 µg of the antigen, followed by two booster immunizations on days 7 and 21 with the same antigen concentration.

All procedures were approved by the Institutional Animal Care and Use Committee (UPEAL) of the Centro de Investigación y de Estudios Avanzados (Cinvestav), complying with NOM-062-ZOO-1999 guidelines (project identification number: 0223-17).

### 2.6 Fucosyltransferase 4 expression assay in ID8DVLuc cells

The ID8DVLuc cell line was cultured in high-glucose DMEM (Sigma–Aldrich, Cat. No. D6429) supplemented with 5% FBS (Corning, Cat. No. 35–010) and 1% insulin, transferrin, and sodium selenite (ITS) (Sigma–Aldrich, Cat. No. I3146) at 37 °C in 5% CO_2_. The cells were used within 10 passages to maintain quality.

FUT4 presence in the ID8DVLuc cell line was evaluated under different experimental conditions to characterize its detection profile. FUT4 was assessed at both the mRNA and protein levels. For PCR analysis, the following primers were used: forward 5′-GGATGAACTTCGAATCGCCC-3′ and reverse 5′-AGCTGGTGGTAGTAACGGAC-3′ (T4 Oligo). For protein detection, Western blot analysis was performed using an anti-FUT4 rabbit polyclonal antibody (ABclonal, Cat. No. A16320) at a 1:1000 dilution. Additionally, confocal microscopy and flow cytometry were employed to evaluate FUT4 protein localization and expression under different conditions. In particular, flow cytometry was used to quantify relative FUT4 protein expression based on mean fluorescence intensity (MFI). ID8DVLuc cells were analyzed under basal conditions, after stimulation with murine ascitic fluid, and following recovery from the ascitic fluid of mice six weeks after inoculation.

### 2.7 Serum antibody detection

Peripheral blood was centrifuged to recover immune serum, and FUT4-reactive antibody isotypes (IgG1, IgG2a, IgG2b, IgA, and IgM) were quantified via ELISA. ID8DVLuc protein extracts served as the FUT4 expression control. The plates were coated overnight at 4 °C with 10 µg/mL extract in 0.05 M sodium carbonate buffer (pH 9.6). After blocking, the serum samples (1:100) were incubated overnight, followed by incubation with HRP-conjugated secondary antibodies for each isotype (1:1000). ABTS substrate was added, and absorbance at 405 nm was measured using a Multiskan FC plate reader (Thermo Scientific).

### 2.8 Immune characterization

Spleens and cells from ascitic fluid or peritoneal lavage were used for immunophenotyping, *in vitro* proliferation assays, *ex vivo* cytotoxicity, and total RNA isolation.

For immunophenotyping, multiparametric flow cytometry was performed via a Sysmex XF-1600 system flow cytometer. Two panels were employed: one for lymphoid cells and the other for myeloid cells. Cell viability was assessed with a Zombie Violet™ Fixable Viability Kit (BioLegend, Cat. 423113). The antibodies used were summarized in **Supplementary Table 1**. Fluorescence minus one (FMO) controls and cells individually stained with each fluorochrome were used to perform channel compensation. All data were analyzed using Kaluza 2.2 software (Beckman Coulter, USA), and dimensionality reduction analysis was conducted via the t-SNE algorithm in FlowJo v10.9.0 (Becton, Dickinson, USA).

### 2.9 Proliferation assay

Splenocyte proliferation in response to *ex vivo* peptide restimulation was evaluated. Splenocytes were cultured at 3 × 10^6^ cells/well in RPMI-1640 medium supplemented with 10% FBS, 1% penicillin/streptomycin, 2 mM glutamine, 1 mM sodium pyruvate, 1% nonessential amino acids, and 50 µM β-mercaptoethanol. The cells were stimulated *ex vivo* with 0.5 µg of PEP37 antigen for 72 h. Proliferation was assessed via a Click-iT EdU Kit (Invitrogen, Cat. C10337) following the manufacturer’s protocol. ConA-stimulated and unstimulated splenocytes from healthy mice were used as positive and negative controls, respectively. The stained cells were analyzed on a BD LSRFortessa™ cytometer.

### 2.10 *Ex vivo* cytotoxicity assay

The cytotoxic activity of splenocytes isolated from immunized mice against ID8DVLuc tumor cells was analyzed via coculture as described by Pimentel et al. (2020) (25). Luminescence measurements were performed to evaluate tumor cell viability, and flow cytometry was used to quantify CD8^+^ intracellular cytokine production. Tumor cell viability was assessed via a luciferase-based luminescence assay. The wells were subsequently washed twice with PBS (1 mL), after which 150 μL of 1× passive lysis buffer (PLB) was added to each well. The plates were placed on a shaker at 300 rpm for 20 min at RT. The lysates (50 μL) were transferred to a 96-well plate, D-luciferin substrate (50 μL) was added, and luminescence was measured in a Fluoroscan Ascent FL (Thermo-Scientific). Supernatants containing floating effector cells were collected for flow cytometry staining. Effector cell activation was analyzed via flow cytometry. The collected cells were stained with anti-CD8, anti-GrB, anti-IFNγ, and anti-TNF antibodies. Brefeldin A was added to detect intracellular cytokines, and the cells were incubated for 2 h at 37 °C with 5% CO_2_ before staining was complete. Relative luminescence units (RLUs) were normalized to those of control wells containing ID8DVLuc tumor cells alone. Flow cytometry data were used to analyze cytokine production and effector cell activation.

### 2.11 RNA isolation and RNA sequencing

Ascitic fluid cells were isolated by centrifugation at 1500 rpm for 5 min at 4 °C, as described previously. The resulting cell pellet from each mouse was collected, and total RNA was extracted independently via a RNeasy Mini Kit (Cat. 74104; Qiagen). Following the provider’s protocol, RNA integrity and purity were monitored. The RNA was further cleaned with a DNase I amplification-grade kit (Cat. 18068015; Invitrogen). Purified RNA from 4 mice per condition was pooled, and RNA sequencing was performed as an exploratory, hypothesis-generating approach to identify immune-related transcriptional programs associated with *f*-CNT immunization.

Library construction (TruSeq-stranded mRNA) was assessed via the NovaSeqX platform and RNA sequencing. The reference used was *Mus musculus* (mm10, NCBI_108), the type of paired-end reads was 151, and the read length was 151. The type of sequencer used was the Illumina platform. Mapping, expression profile, DEG (read count), and functional annotation (GO) analyses were performed. All quality control, processing, library construction, sequencing, and data analysis procedures were performed by Macrogen, Inc. (Republic of Korea).

DEG data and molecular pathway data were obtained using the DEW Viewer System by Macrogen, Inc. (Republic of Korea) https://degviewer.macrogen.com/.

### 2.12 Histopathological analysis

Histopathological analysis was performed to assess potential tissue alterations associated with exposure to *f*-CNTs as immunogens. The lungs, heart, liver, and kidneys from the immunized animals two weeks after the second booster were analyzed. These organs were chosen because they are important sites for the transformation and/or excretion of xenobiotics. In addition, the lungs and heart were analyzed to verify that there was no accumulation of nanoparticles, since it has been previously reported that these organs can be susceptible to bioaccumulation when they are administered intravenously or inhaled (26, 27). For this purpose, tissue samples were fixed in 4% paraformaldehyde, embedded in paraffin, and stained with hematoxylin and eosin (H&E) according to standard protocols. Slides were examined under optical microscopy for tissue alterations associated with CNT exposure or tissue damage.

## 3 Results

### 3.1 Fucosyltransferase 4 expression is modulated in the ID8DVLuc tumor microenvironment

To assess the impact of the tumor microenvironment on FUT4 expression, ID8DVLuc cells were analyzed under *in vitro* conditions and compared with cells exposed to ascitic fluid or recovered from ascites. These conditions represent distinct biological contexts; therefore, the comparison was not intended to establish direct equivalence but rather to evaluate whether environmental factors associated with the ascitic milieu influence FUT4 expression. Under these conditions, changes in FUT4 expression were observed in response to ascites exposure, suggesting that tumor microenvironment–associated signals may modulate target expression in a context-dependent manner. The presence of FUT4 at the mRNA and protein levels was confirmed in the model (**Figures 1A, B**). In addition, to explore whether the TME affects FUT4 protein levels, flow cytometry (mean fluorescence intensity, MFI) was used to quantify relative FUT4 protein expression under different conditions. We evaluated FUT4 expression in ID8DVLuc cells not stimulated, stimulated with ascitic fluid derived from mice, and in cells isolated from ascitic fluid in the same mouse model. The flow cytometry results shown in **Figure 1C** reveal a significant increase in the MFI of FUT4 in cells isolated from ascites compared with that in ascites-stimulated or nonstimulated cells.

**Figure 1:**
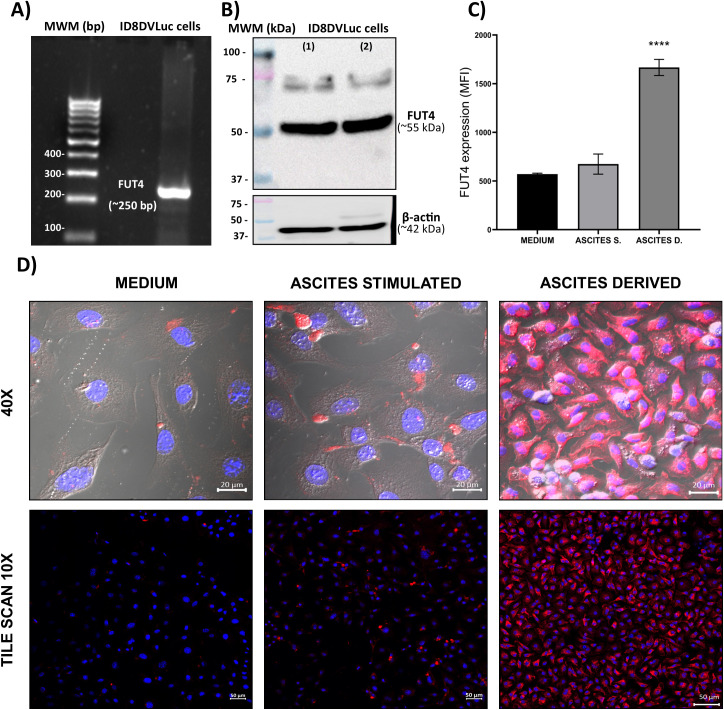
FUT4 is overexpressed in ascites-derived ID8DVLuc cells within the tumor microenvironment. **(A)** detection of FUT4 mRNA by RT-PCR. **(B)** detection of FUT4 protein by western blot analysis (1) medium, (2) ascites stimulated. **(C)** flow cytometry analysis of FUT4 expression, quantified as MFI, mean fluorescence intensity, in non-stimulated ID8DVLuc cells (MEDIUM), cells stimulated with ascitic fluid (ASCITES S), and cells recovered from ascitic fluid (ASCITES D; 6 weeks post-inoculation). **(D)** cell morphology and FUT4 protein localization assessed by immunofluorescence and confocal microscopy. FUT4 is shown in red and nuclei in blue. Data are presented as mean ± S.D. (n = 3, performed in triplicate). Statistical significance was determined by one-way ANOVA followed by Tukey’s multiple comparison test. ****P < 0.0001 vs. non-stimulated control (MEDIUM).

In addition, to detect changes in cell morphology and FUT4 expression in stimulated and ascites-derived cells, we performed immunofluorescence (IF) and confocal microscopy. FUT4 expression is shown in red at 40X (**Figure 1D** top row) and in an extended view via the tile scan function (**Figure 1D** bottom row). Microscopic analysis revealed that the morphology of the ascites-derived cells was significantly different, with cells appearing elongated in shape with scant cytoplasm. Additionally, FUT4 is more homogeneously distributed within cells. A tile scan confirmed homogeneous expression in the cells (**Figure 1D** bottom row) and that all cells presented the same phenotype. Together, these results indicate that FUT4 is expressed in the ID8DVLuc model and that its expression profile differs between *in vitro* and ascites-associated conditions. Green fluorescent protein (GFP) expression in ID8DVLuc cells was used as an ID8 marker for IF and flow cytometry (**Supplementary Figure 1**).

### 3.2 *f*-CNT immunization reshapes myeloid and lymphoid immune populations systemically and in the tumor microenvironment

Multiparametric flow cytometry was performed to characterize the immune cells present in the ascitic fluid, as well as to obtain an overview of the systemic environment using spleen cells. The results are presented in two panels (myeloid and lymphoid cells) and two sections, ascites and the spleen (**Supplementary Figure 6**). The results for the spleen cells are shown in **Figure 2**, which provides a panoramic view of the systemic distribution of immune cells, t-distributed stochastic neighbor embedding (t-SNE), a dimensionality reduction algorithm used to visualize high-dimensional flow cytometry data by clustering phenotypically related immune cell populations. The immune population showed a different t-SNE distribution, which was observed in cancer nonimmunized mice compared with that in healthy mice (no cancer), with an increase in mainly myeloid cells (**Figure 2A**). Moreover, in the cancer non-immunized mouse group, we detected an increase in M2-type macrophages, a decrease in M1 macrophages, and an increase in MDSCs, together with a reduction in the proportion of granulocytes; all the above findings are associated with a protumoral profile. In contrast, the immunized groups showed a polarization of macrophages from the M2 to the M1 profile, a decrease in the number of MDSCs, and an increase in the number of granulocytes, which were associated with an antitumor profile. Few changes in the proportions of lymphoid cells were observed, with only a slight decrease in regulatory T (Treg) cells in all immunized groups (**Figure 2B**). Although there were subtle changes in the populations, in general, the same pattern was observed in all immunized groups, with a more significant increase in M1 macrophages in the group immunized with *f-*CNTs, suggesting that these *f-*CNTs enhance M1 polarization in this model.

**Figure 2:**
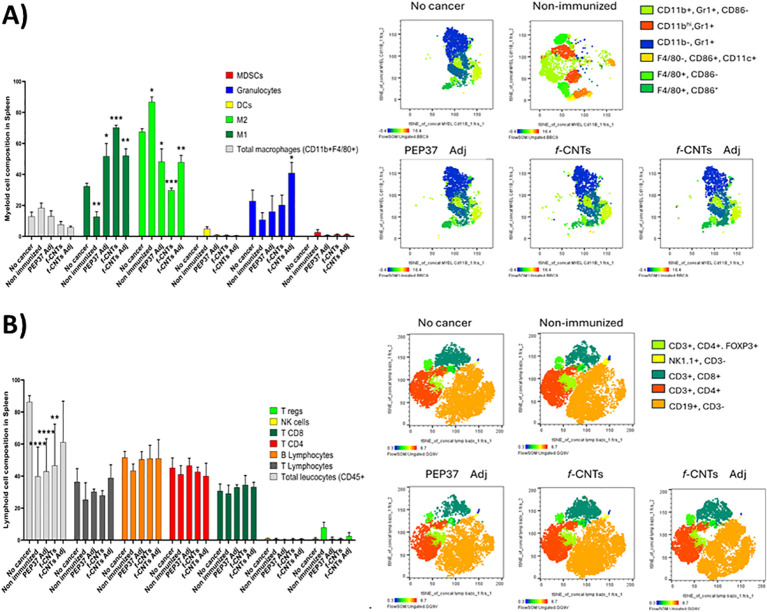
*f-*CNTs immunization remodeled systemic immune populations in the spleen. **(A)** myeloid and **(B)** lymphoid populations were analyzed by flow cytometry. On the left, graphs show the means of frequency of each population across experimental groups (n = 4 mice per group). On the right, dimensionality reduction analysis (t-SNE) illustrates the distribution of immune subpopulations based on the markers used for their identification. Statistical significance was determined by one-way ANOVA followed by Tukey’s multiple comparison test. Asterisks indicate significant differences compared with the non-cancer group (*P < 0.05, **P < 0.01, ***P < 0.001, ***P < 0.0001).

The distribution of lymphoid and myeloid populations in the ascitic fluid TME is displayed in **Figure 3**. The results obtained were quite similar to those obtained in the spleen in myeloid populations: an increase in the proportion of macrophages and dendritic cells in all immunized groups; a switch from M2 to M1 in the macrophage populations, which was more evident in the *f-*CNTs + Adj group; and an increase in the number of granulocytes in the *f-*CNT groups. The total T lymphocyte population increased in all immunized groups, and the CD8 T-cell population increased in the groups immunized with PEP37 Adj and *f-*CNTs, whereas the CD4 T-cell population increased in the group immunized with *f-*CNTs + Adj. These results suggest that the adjuvant shifted the response toward a Th2 profile, with increase CD4+ T cells and decrease in CD8+ T cells. Additionally, a reduction in the proportion of Treg cells was observed in all immunized groups. The number of B lymphocytes increased only in the *f-*CNT group.

**Figure 3:**
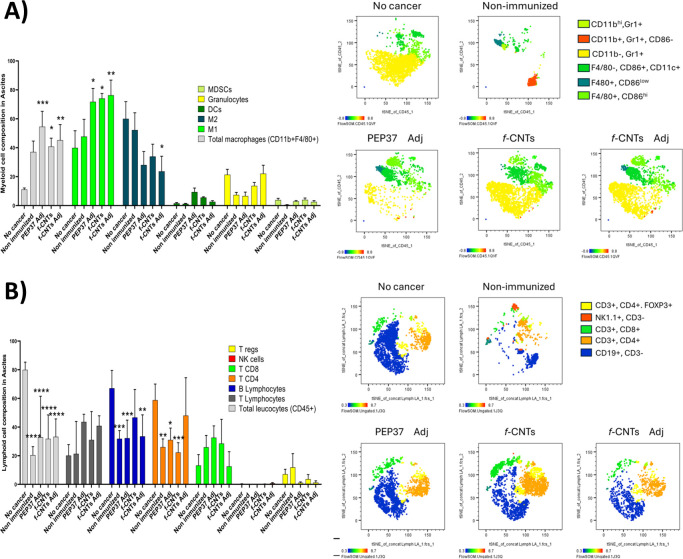
*f-*CNTs immunization reshaped the tumor microenvironment immune landscape in ascitic fluid. **(A)** myeloid and **(B)** lymphoid populations were analyzed by flow cytometry. On the left, graphs show the means of frequency of each population across experimental groups (n = 4 mice per group). On the right, dimensionality reduction analysis (t-SNE) illustrates the distribution of immune subpopulations based on the markers used for their identification. Statistical significance was determined by one-way ANOVA followed by Tukey’s multiple comparison test. Asterisks indicate significant differences compared with the non-cancer group (*P < 0.05, **P < 0.01, ***P < 0.001, ***P < 0.0001).

To further evaluate T-cell immune balance, the CD4/CD8 ratio was calculated in both splenic and ascitic compartments. Whereas only modest differences were observed in the spleen, the ascitic fluid from *f*-CNT-immunized mice showed the lowest CD4/CD8 ratio (0.78), markedly lower than observed in the other treatment groups and reflecting a relative enrichment of CD8^+^ T cells at the tumor-associated peritoneal site. This compartment-restricted shift suggests that *f*-CNTs immunization preferentially promotes local cytotoxic immune polarization within the tumor microenvironment (**Supplementary Table 2**).

### 3.3 Exploratory RNA sequencing identifies immune-related transcriptional programs associated with *f*-CNT immunization

This analysis is a systems-level complement to the cellular and functional immunologic findings. 

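RNA sequencing was performed on cells of the ascitic fluid from mice inoculated with ID8-Defb29/Vegf-a cells, a mouse ovarian cancer line that grows in the peritoneal cavity and forms ascites. The labels give 6 weeks from inoculation to sampling. The 3 conditions were nonimmunized mice, mice given the carbon nanotubes that carry the FUT4 peptide (*f-*CNTs), and mice given the unconjugated peptide (PEP37 Adj). Both immunized groups received 10 µg of antigen 3 times. The labels of the PEP37 sample name no adjuvant, and the adjuvant is taken from the paper. In the paper the *f-*CNTs group had no adjuvant. The immunized libraries therefore differ in both conjugation and adjuvant, which a direct comparison cannot tell apart. RNA from 4 mice was pooled into 1 library per condition, so the differences between libraries have no replicate check and no test between conditions was made. Stranded mRNA libraries were sequenced with paired reads of 151 bases. The submitters' processing notes name HISAT2, StringTie and the mm10 build. The deposited table holds counts and TPM for 6117 genes, 5090 of them protein-coding, each with a fold of at least 2 and a raw p under 0.05 in at least one of the authors' comparisons, out of 16263 genes tested according to the p-values of the authors' deposited table. None of the listed genes had a count of 0 in any library, so genes that are absent from 1 library can be missing from the table, and absence from it does not mean absence of expression. The listed genes held 6533778 counts in the nonimmunized library, 7097082 in the PEP37 Adj library and 7178272 in the *f-*CNTs library, or 30.4%, 34.6% and 37.8% of all TPM, which are parts of each library and not its depth. Folds are given as the log2 ratio of deposited TPM after adding 0.1 TPM, for genes with at least 10 counts in one of the 2 libraries compared, and a gene is called higher or lower when the ratio is at least 2-fold. The range in parentheses after a fold is an exact binomial 95% interval of the count ratio, placed around the TPM fold, and covers counting error only. Gene lists were fixed before the deposited data were examined, but after the values in the paper's Table 1 and Supplementary Figure 2 had been seen. The median fold of a list is given with its percentile among 10000 random lists of the same size matched on expression, which describes these libraries. Positions are on GRCm38 (mm10).

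Genes that leukocytes of every lineage express were higher in the *f-*CNTs library, and most of them differed by less than 2-fold in the PEP37 Adj library. All 14 listed pan-leukocyte genes were higher in the *f-*CNTs library, with a median log2 fold of 2.70 (percentile 99.75), and 4 were higher and 0 lower in the PEP37 Adj library, with a median of 0.65 (percentile 98.4). *Laptm5*, a lysosomal membrane protein of blood cells, had 312 TPM in the nonimmunized, 515 in the PEP37 Adj and 1588 in the *f-*CNTs library. *Arhgdib*, a regulator of Rho GTPases, had 204, 454 and 1314 TPM, and *Itgb2*, the beta chain of leukocyte integrins, had 97.3, 252 and 1064 TPM in the same order. Scaling the libraries to equal pan-leukocyte genes shifts the folds of the listed genes against the nonimmunized library. The median shift over genes is −2.41 for *f-*CNTs and −0.70 for PEP37 Adj. The corresponding median shifts are −0.25 and −0.07 with CPM of the listed genes and 0.08 and −0.07 with edgeR's TMM. They are 0.73 and 0.27 with DESeq2 size factors, and 0.19 and 0.09 with the authors' effective library sizes. After pan-leukocyte scaling the median fold of the listed genes is −2.55 in *f-*CNTs and −0.58 in PEP37 Adj. A fold that turns below 0 under it does not by itself show lower expression per leukocyte. Bulk libraries do not tell which cells express a gene.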

Differential expression analysis of genes (DEGs) was performed using RNA sequencing to compare non-immunized vs. PEP37 Adj and non-immunized vs. *f-*CNT. We performed an exploratory RNA-seq analysis of all the DEGs, including both upregulated and downregulated genes. From this comprehensive dataset, we selected genes associated with the previously described pathways related to the polarization switch from M2 to M1 macrophages and to neutrophil subtypes (N1 and N2) within the TME (**Tables 1**, **2**).

**Table 1:** Transcript per kilobase million (TPM) values of the most important genes associated with protumoral and antitumoral immune populations in the TME.

Cell type	Gene	Description	Non-immunized	*f-*CNTs	PEP37 Adj
M1 macrophages	Cd80	CD80 antigen	2.8170	23.2399	4.2403
	Cd86	CD86 antigen	8.5891	56.9675	11.4480
M2 macrophages	Arg1	Arginase	955.6223	218.6696	240.4957
	Cd163	CD163 antigen	29.1808	6.7065	9.2134
N2 neutrophils	Mmp9	matrix metallopeptidase 9	72.6723	11.8290	14.9972
N1 neutrophils	Trpm2	transient receptor potential cation channel, subfamily M, member 2	2.6234	6.9784	4.4563
M2/N2	Vegfa	vascular endothelial growth factor A	145.0166	1.1996	43.3987
M2/N2/Th2	Il10	interleukin 10	3.5264	0.5104	3.0188
T Lymphocytes	Cd3e	CD3 antigen, epsilon polypeptide	1.6288	15.2193	7.734
CD8 T cells	Cd8b1	CD8 antigen, beta chain 1	2.6076	5.9131	6.7885
	Prf1	perforin 1 (pore forming protein)	0.1561	1.8742	0.6160
	Gzma	granzyme A	0.5976	5.9054	3.5829
CD4 T cells	Cd4	CD4 antigen	0.8814	5.9886	2.6025
Th1 T cells	Stat4	signal transducer and activator of transcription 4	2.2418	23.7252	7.2800
Th2 T cells	Gata3	GATA binding protein 3	6.8505	2.6843	3.4954
Th9 T cells	Stat6	signal transducer and activator of transcription 6	56.4713	91.0747	61.2127
Th17 T cells	Stat3	signal transducer and activator of transcription 3	128.5286	69.5628	135.4306
	Rorc	RAR-related orphan receptor gamma	51.1281	0.5721	12.2633
CaOv tumor markers	Wt1	Wilms tumor 1 homolog	321.3447	0.1193	279.4064
	Bmp7	bone morphogenetic protein 7	3.8938	0.4040	4.8184
	Cldn4	claudin 4	0.1687	0.206	0.10170
	Foxj2	forkhead box J2	29.1159	15.2000	16.7026

**Table 2:** Functional summary of enriched immune-related biological processes identified in transcriptomic analysis across treatments.

Functional category	Enriched biological processes (GO terms)	Predominantly enriched in	Biological interpretation
T cell–mediated immunity	T cell activation; leukocyte-mediated cytotoxicity	*f*-CNTs	Enhanced activation of adaptive cellular immune responses
CD8^+^ T cell activation	CD8-positive αβ T cell activation	*f*-CNTs	Promotion of cytotoxic T cell responses
Th1 differentiation	Th1 cell differentiation; regulation of adaptive immune response	*f*-CNTs + PEP37 Adj	Skewing toward a Th1-type immune response
Antigen presentation (MHC)	Antigen processing and presentation	*f*-CNTs	Improved antigen presentation capacity
Leukocyte migration	Leukocyte cell–cell adhesion	*f*-CNTs	Increased immune cell recruitment
Immune regulation	Immune response-regulating signaling pathway	PEP37 Adj	Modulation of immune regulatory pathways
Innate immune response	Response to molecule of bacterial origin	PEP37 Adj	Activation of innate immune-related processes
Cell differentiation	Lymphocyte differentiation; hematopoietic progenitor differentiation	*f-*CNTs + PEP37 Adj	Immune cell development and differentiation

We identified 1149 and 2538 upregulated genes and 750 and 2849 downregulated genes in PEP37 Adj- and *f-*CNT-immunized mice, respectively. In addition, 741 upregulated and 493 downregulated genes were shared between the groups. These findings indicate that some processes are shared between PEP37 Adj- and *f-*CNT-immunized mice. 

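The genes with the largest differences between the *f-*CNTs and nonimmunized libraries were more than 100 times apart. *Serpinb10*, a serine protease inhibitor of blood cells (chromosome 1, 107528994 to 107560742), had 0.197 TPM in the nonimmunized and 121 TPM in the *f-*CNTs library, a log2 fold of 8.67 (7.69 to 9.88). *Zbtb32*, a transcriptional repressor of lymphocytes, had a fold of 7.74 (6.93 to 8.69), and *Fcrl5*, a receptor of B cells, one of 7.70 (6.34 to 9.58). On the lower side, *Cpe*, the prohormone-processing carboxypeptidase E (chromosome 8, 64592542 to 64693109), had 1065 TPM in the nonimmunized and 0.209 TPM in the *f-*CNTs library, a log2 fold of −11.75 (−13.37 to −10.53) that rests on 5 counts in the latter. *Tm4sf1*, a membrane protein of epithelial tumors, stood at −11.20 (−13.48 to −9.65) and *Clu*, the secreted chaperone clusterin, at −10.84 (−11.42 to −10.32), and the retinaldehyde dehydrogenase *Aldh1a1* at −10.37 (−11.15 to −9.69). The PEP37 Adj library differed by smaller folds. *Fxyd2*, a regulator of the sodium pump, was higher with 3.74 (3.03 to 4.54), and the secreted phospholipase *Pla2g5* with 3.74 (3.25 to 4.26). Among the genes furthest below the nonimmunized library there were *Ctsk*, the protease cathepsin K, with a log2 fold of −5.97 (−7.11 to −5.04), the chitinase-like *Chil3* with −4.55 (−4.84 to −4.28), and *Gpnmb*, a transmembrane glycoprotein, with −4.18 (−4.36 to −4.01).

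In total, 2284 of 6074 genes were at least 2-fold higher and 2963 lower in the *f-*CNTs library, and 1086 of 5887 were higher and 924 lower in the PEP37 Adj library, each against the nonimmunized library. Between the immunized libraries, 1921 of 5937 genes were higher and 2399 lower in *f-*CNTs than in PEP37 Adj. The share of higher genes among those at least 2-fold apart depends on the scaling. It was 43.5% for *f-*CNTs, but 57.8% with DESeq2 size factors and 8.64% with pan-leukocyte scaling. For PEP37 Adj it was 54.0%, 70.1% and 16.7%, and for *f-*CNTs against PEP37 Adj 44.5%, 56.6% and 7.74%, in the same order. In simulated libraries that do not differ beyond counting error, 0.48% of 5803 unchanged genes of the *f-*CNTs comparison reached a 2-fold difference, and 23.6% of 5792 did so with a biological variation between pools of CV 0.4.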

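Several of the genes furthest above the nonimmunized library stood there in both immunized libraries. *Mcpt4*, a protease of mast cells (chromosome 14, 56059744 to 56062310), had 2.06 TPM in the nonimmunized, 259.9 in the PEP37 Adj and 491 in the *f-*CNTs library, log2 folds of 6.91 (6.34 to 7.56) and 7.83 (7.25 to 8.47). *Gbp2b*, a guanylate-binding protein induced by interferon that may share reads with its neighbor *Gbp2*, had folds of 5.34 (3.47 to 8.39) and 9.15 (7.29 to 12.19), on 2 counts in the nonimmunized library. The immunoglobulin kappa variable gene *Igkv14-126*, whose reads related variable genes can share, had folds of 4.88 (3.29 to 7.18) and 8.45 (6.90 to 10.73). A gene with opposite directions was *Enpp2*, which encodes autotaxin, the enzyme that makes lysophosphatidic acid, with 35.5 TPM in the nonimmunized, 625 in the PEP37 Adj and 0.227 in the *f-*CNTs library. Its log2 folds were 4.13 (4.05 to 4.22) and −6.77 (−7.72 to −5.96).

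Among the 5858 genes eligible in both comparisons, 714 were at least 2-fold higher in both immunized libraries and 654 lower in both. Independent lists of the same sizes would share 375 and 467 of these genes, all of which the authors selected for a difference in at least one comparison. Of the 16263 genes the authors tested, their lists at adjusted p under 0.05 share 741 higher and 493 lower genes, where independent lists would share 179 and 131. Another 30 genes were higher in *f-*CNTs and lower in PEP37 Adj, and 133 were lower in *f-*CNTs and higher in PEP37 Adj. Both comparisons use the same nonimmunized library. Simulated immunized libraries without any effect shared a mean of 4.4 higher and 2.16 lower genes with counting error alone, 5.96 and 3.03 with a biological CV of 0.1, and 283 and 199 with a CV of 0.4. Across genes, which are not independent replicates, the folds of the 2 comparisons had a correlation of 0.50, against 0.51, 0.50 and 0.50 in these simulations, and a covariance of 1.56, against 0.02, 0.04 and 0.36. The single control library cannot be split, so part of the excess over independent lists may come from the shared control.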

The most relevant genes in the *f-*CNT group were *H2-D1*, *H2-K1*, *B2m*, and *Cd74*. 

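Transcripts of the MHC-I complex were among the most abundant listed genes and were higher in the *f-*CNTs library than in the nonimmunized library. *H2-D1*, a classical MHC-I heavy chain (chromosome 17, 35263094 to 35267497), had 995 TPM in the nonimmunized and 4259 TPM in the *f-*CNTs library, a log2 fold of 2.10 (2.07 to 2.12). *H2-K1*, the other classical heavy chain of this strain (chromosome 17, 33996012 to 34000619), had 619.9 and 2327 TPM, a fold of 1.91 (1.88 to 1.94). *B2m*, the light chain that all MHC-I molecules share (chromosome 2, 122147687 to 122153082), had 1564 and 4943 TPM, a fold of 1.66 (1.63 to 1.69). *Cd74*, the invariant chain that guides MHC-II molecules to the endosome (chromosome 18, 60803849 to 60812652), had 1381 and 7302 TPM, a fold of 2.40 (2.38 to 2.42). These folds lie below the pan-leukocyte median of 2.70 in the same comparison. After pan-leukocyte scaling the direction turns for all 4 genes, to −0.45 for *H2-D1*, −0.64 for *H2-K1*, −0.89 for *B2m* and −0.15 for *Cd74*. Under that scaling 401 of 6074 listed genes were at least 2-fold higher and 4239 lower in *f-*CNTs. The turn therefore does not by itself show less of these transcripts per leukocyte, since bulk libraries do not tell which cells express them. The heavy-chain genes resemble each other and the *H2-Q* genes closely, so the split of reads among them is uncertain.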

In the PEP37 Adj group, only *Cd74*, which is crucial for antigen presentation, was among the most relevant (**Supplementary Figure 2**). These transcriptional changes are consistent with the modulation of pathways related to antigen processing and presentation.

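The genes of MHC-II presentation, which antigen-presenting cells use to show peptides to CD4 T cells, were mostly higher in the PEP37 Adj library. *Cd74* had 4067 TPM there, a log2 fold of 1.56 (1.53 to 1.58) over the nonimmunized library, which stays above 0 at 0.85 after pan-leukocyte scaling. The MHC-II chain genes *H2-Aa*, *H2-Ab1* and *H2-Eb1*, which lie next to each other on chromosome 17, had folds of 1.45 (1.42 to 1.49), 1.20 (1.16 to 1.24) and 1.54 (1.50 to 1.58). In the MHC-II list, 9 of 13 members were higher and 0 lower, with a median of 1.17 (percentile 99.96) beside a pan-leukocyte median of 0.65, and the median was 0.47 after pan-leukocyte scaling. *H2-Aa* had 608 TPM in the nonimmunized and 1666 TPM in the PEP37 Adj library.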

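Genes of antigen processing and presentation were mostly higher in *f-*CNTs, while most of them were within 2-fold of the nonimmunized library in PEP37 Adj. In the MHC-I presentation list, of which 70.8% of the members are in the authors' selected table, 14 of 17 were higher and 0 lower in *f-*CNTs, with a median log2 fold of 1.91 (percentile 98.1). In PEP37 Adj 6 were higher and 0 lower, with a median of 0.70 (percentile 99.28). Beside pan-leukocyte medians of 2.70 and 0.65, scaling to those genes turns the direction of both, to −0.64 and −0.01. *Psmb8*, a subunit of the immunoproteasome that cuts proteins into MHC-I peptides, had folds of 1.96 (1.85 to 2.07) in *f-*CNTs and 0.62 (0.49 to 0.74) in PEP37 Adj. The nonclassical heavy chain *H2-T23* had 1.68 (1.61 to 1.75) and 1.25 (1.18 to 1.32), and the chaperone *Calr* 0.93 (0.90 to 0.96) and 0.37 (0.33 to 0.40). Under pan-leukocyte scaling the *f-*CNTs folds turn to −0.59, −0.87 and −1.62, and in PEP37 Adj *Psmb8* turns to −0.09 and *Calr* to −0.34. All 13 listed MHC-II genes were higher in *f-*CNTs, with a median of 2.19 (percentile 98.0) that turns to −0.36 under pan-leukocyte scaling. Among them, the endosomal protease *Ctss* had a fold of 1.04 (1.01 to 1.07) and the thiol reductase *Ifi30* one of 1.22 (1.15 to 1.28), which turn to −1.51 and −1.33. Of the authors' selected genes in the GO term antigen processing and presentation, 43 of 63 were higher and 13 lower in *f-*CNTs, and 19 higher and 3 lower of 63 in PEP37 Adj. Their medians of 1.68 and 0.65 turn to −0.81 and −0.05 under pan-leukocyte scaling.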

As a complement to immunophenotyping, this exploratory RNA-seq helps us perform a gene ontology analysis to identify some of the processes implicated in the immunomodulation induced by *f-*CNTs and PEP37 Adj.

The biological processes altered in the *f-*CNT-immunized mice are shown in **Figure 4A**. The most important processes were the regulation of cell–cell adhesion, leukocyte–cell adhesion, taxis, chemotaxis, and immune response-regulating signaling pathways (**Supplementary Figure 4**). 

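Most genes that the authors selected for leukocyte adhesion were higher in the *f-*CNTs library, whereas those selected for chemotaxis stood in both directions. *Sell*, the L-selectin by which leukocytes attach to vessel walls, had 10.2 TPM in the nonimmunized and 109 TPM in the *f-*CNTs library, a log2 fold of 3.40 (3.26 to 3.55). *Cxcl13*, the chemokine that attracts B cells (chromosome 5, 95956939 to 95961068), had 22.7 and 1410.2 TPM, a fold of 5.95 (5.78 to 6.12). The monocyte chemokine *Ccl2* was lower with −3.40 (−3.80 to −3.02), as was *Cxcl16*, the ligand of CXCR6 on T cells, with −2.87 (−3.01 to −2.74), while the macrophage chemokine *Ccl9* was higher with 1.17 (1.13 to 1.21) but turns to −1.37 under pan-leukocyte scaling. In the chemokine list, with 71.4% of its members in the authors' selected table, 4 of 14 were higher and 8 lower, with a median of −1.62 (percentile 10.3) beside the pan-leukocyte median of 2.70.

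The GO statistics of the authors' deposited table come from a single query over the genes selected in either comparison, so the counts here describe genes that the authors selected and are not independent evidence of a direction. For regulation of cell-cell adhesion, 146 of 255 selected genes were higher and 84 lower in *f-*CNTs, with a median of 1.38. For leukocyte cell-cell adhesion the numbers were 138 and 62 of 217, with a median of 1.66. Chemotaxis held 99 higher and 98 lower genes of 220, with a median of 0.65, and taxis 99 and 99 of 221, with 0.56. In immune response-regulating signaling, 141 of 207 were higher and 42 lower, with a median of 1.49. Pan-leukocyte scaling turns these 5 medians to −0.98, −0.75, −1.72, −1.72 and −0.90, in the same order.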

The PEP37 Adj scatter plot is shown in **Figure 4B**, highlighting the main GO terms. Some interesting GO terms, such as leukocyte-mediated cytotoxicity, immunological synapse formation, antigen processing and presentation, and the regulation of the adaptive immune response, were revealed. On the other hand, the results of the analysis of the PEP37 Adj-immunized mice are shown in **Figures 4C, D**; here, a similar pattern was detected for the regulation of cell–cell adhesion, leukocyte cell–cell adhesion, chemotaxis, taxis, and some differences, such as lymphocyte differentiation, was detected (**Supplementary Figure 5**). 

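Receptors of natural killer (NK) cells and other cytotoxic lymphocytes were higher in the *f-*CNTs library, at low expression levels. *Il2rb*, the interleukin-2 receptor chain of NK and memory T cells, had 3.36 TPM in the nonimmunized, 5.22 in the PEP37 Adj and 11.7 in the *f-*CNTs library, log2 folds of 0.62 (0.29 to 0.95) and 1.78 (1.49 to 2.07). Under pan-leukocyte scaling both turn, to −0.07 and −0.71. The inhibitory NK receptor *Klrc1* had a fold of 1.51 (0.39 to 2.78) in *f-*CNTs, on 9 and 28 counts, and turns to −0.61. In the NK cell list, 54.5% of whose members are in the authors' selected table, all 6 listed genes were higher in *f-*CNTs, with a median of 1.68 (percentile 96.1) that turns to −0.33 under pan-leukocyte scaling. In PEP37 Adj 2 of 4 were higher and 0 lower, with a median of 1.07 (percentile 94.9), or 0.53 after that scaling. The pan-leukocyte medians are 2.70 and 0.65.

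The text gives Figure 4B as the PEP37 Adj plot and the legend as the *f-*CNT plot, so both comparisons are given for its GO terms. Of the genes the authors selected for leukocyte mediated cytotoxicity, 52 of 78 were higher and 19 lower in *f-*CNTs, with a median of 1.51, and 22 higher and 8 lower of 76 in PEP37 Adj, with 0.70. Immunological synapse formation held 6 higher and 3 lower genes of 10 in *f-*CNTs and 4 and 0 in PEP37 Adj, with medians of 2.42 and 0.63. For regulation of the adaptive immune response these were 79 and 27 of 115, and 32 and 13 of 112, with medians of 1.67 and 0.47. All 3 terms turn below 0 in both comparisons under pan-leukocyte scaling, to −0.88, −0.08 and −0.85 in *f-*CNTs and to −0.01, −0.07 and −0.23 in PEP37 Adj.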

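In the PEP37 Adj library, adhesion and lymphocyte differentiation genes leaned higher and chemokine genes lower than in the nonimmunized library. *Ccl5*, a chemokine that T cells and NK cells secrete, was higher with a log2 fold of 1.68 (1.37 to 2.00), whereas *Ccl2* was lower with −2.21 (−2.47 to −1.96) and *Ccl3*, a chemokine of activated macrophages, with −1.28 (−1.58 to −0.99). Among listed chemokines 3 of 14 were higher and 7 lower, with a median of −1.02 (percentile 0.0300), beside a pan-leukocyte median of 0.65, and this list is incomplete in the authors' selected table. Of the selected genes of lymphocyte differentiation, 65 of 193 were higher and 15 lower, with a median of 0.65. In *f-*CNTs these were 135 and 46 of 197, with 1.85. Under pan-leukocyte scaling the medians turn to −0.03 and −0.55. For the terms on adhesion and movement in PEP37 Adj, 63 genes were higher and 31 lower of 248 in regulation of cell-cell adhesion, 62 and 24 of 211 in leukocyte cell-cell adhesion, 48 and 39 of 218 in chemotaxis, and the same numbers of 219 in taxis. Their medians of 0.46, 0.57, 0.17 and 0.17 turn to −0.22, −0.10, −0.54 and −0.53.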

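Most listed genes of immunoglobulins and antibody-secreting cells were higher in both immunized libraries. *Igkc*, the constant region of kappa light chains (chromosome 6, 70726435 to 70726754), had 164 TPM in the nonimmunized, 469.8 in the PEP37 Adj and 4416 in the *f-*CNTs library, log2 folds of 1.52 (1.39 to 1.66) and 4.75 (4.63 to 4.87). *Mzb1*, a chaperone of antibody secretion, had folds of 2.34 (1.87 to 2.83) and 5.79 (5.37 to 6.24). *Sdc1*, which encodes the plasma cell marker syndecan-1, had 1.20 (1.03 to 1.37) and −0.72 (−0.96 to −0.48), and the heavy-chain gene *Ighg2b* 0.82 (0.01 to 1.65) and 2.85 (2.19 to 3.59). In the plasma cell list, 50.0% of whose members are in the authors' selected table, 5 of 6 were higher and 0 lower in PEP37 Adj, with a median of 1.42 (percentile 99.33), and likewise 5 and 0 of 6 in *f-*CNTs, with 3.72 (percentile 99.88). These medians stay above 0 after pan-leukocyte scaling, at 0.74 and 1.24. Genes of regulatory T cells were mostly higher in *f-*CNTs. In that list, 63.6% of it in the table, 2 of 5 were higher and 0 lower in PEP37 Adj, with a median of 0.51 (percentile 75.9) that turns to −0.04 under pan-leukocyte scaling. In *f-*CNTs 6 of 7 were higher and 1 lower, with 2.11 (percentile 99.145), or 0.14 after scaling. *Il2ra*, the high-affinity interleukin-2 receptor chain, had folds of 1.76 (0.56 to 3.18) and 4.04 (2.96 to 5.37), and the costimulatory receptor *Tnfrsf18* 1.31 (0.74 to 1.91) and 2.65 (2.14 to 3.20).

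For the GO term humoral immune response, 23 of 83 selected genes were higher and 13 lower in PEP37 Adj, against 45 and 28 of 82 in *f-*CNTs, with medians of 0.66 and 1.41. Type 2 immune response held 9 higher and 2 lower genes of 20 in PEP37 Adj and 15 and 5 of 22 in *f-*CNTs, with 0.59 and 1.80. Tolerance induction held 7 and 2 of 23, and 18 and 1 of 24, with 0.70 and 2.10. With pan-leukocyte scaling, the medians of the 3 terms turn to −0.05, −0.11 and −0.01 in PEP37 Adj and to −1.05, −0.56 and −0.29 in *f-*CNTs, beside pan-leukocyte medians of 0.65 and 2.70.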

In the scatter plot (**Figure 4D**), the processes included the humoral immune response, type 2 immune response, lymphocyte differentiation, and tolerance induction, which is very important because immunization with unconjugated PEP37 Adj cannot be immunogenic enough *per se* to evoke an efficient immune response, resulting in tolerance, which does not occur with the *f*-CNTs. These transcriptional patterns suggest that CNT-based immunization may modulate antitumor immune responses, particularly those associated with cytotoxic T-cell–mediated pathways.

**Figure 4:**
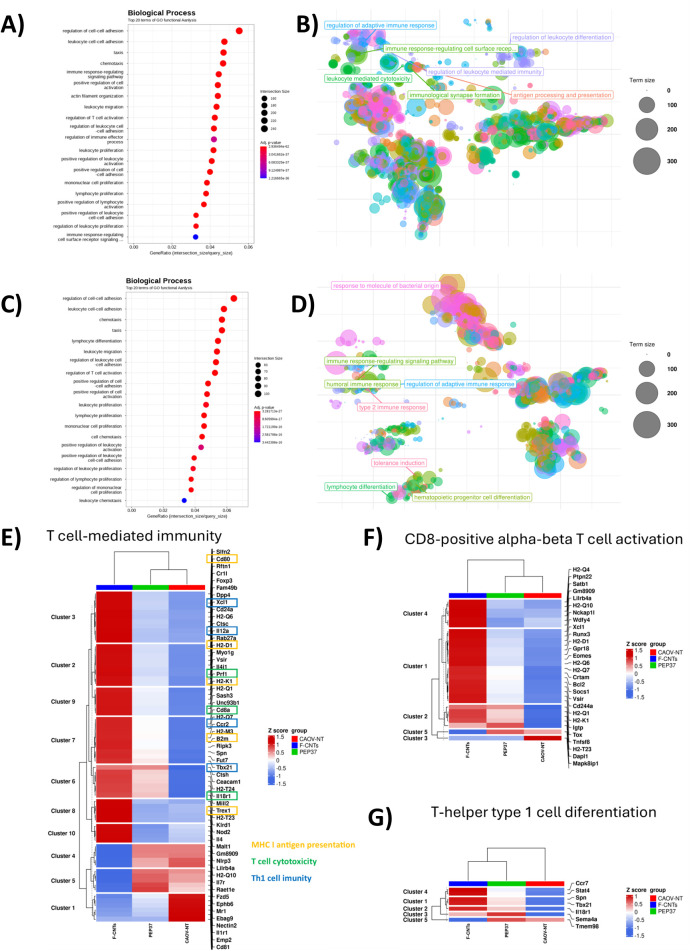
Transcriptomic analysis revealed enrichment of antigen presentation and T-cell–mediated immune pathways following *f-*CNTs immunization. **(A)** The top 20 terms of the GO functional analysis related to biological processes in the *f-*CNT-immunized mice. **(B)** Scatter plot of the most important terms of the GO functional analysis in the *f-*CNT-immunized mice. **(C)** Top 20 terms of the GO functional analysis related to biological processes in PEP37 Adj-immunized mice. **(D)** Scatter plot of the most important terms of the GO functional analysis in PEP37 Adj-immunized mice. **(E)** Top DEGs related to T-cell-mediated immunity. **(F)** Top DEGs related to CD8+ alpha-beta T-cell activation. **(G)** Top DEGs related to T-helper type 1 cell differentiation. The distances between points in the scatter plots represent the similarity between terms, and the circle size is related to the term size.

We analyzed three of the most important GO terms in the context of immunological responses. The first is T-cell-mediated immunity; many genes are modulated by PEP37 Adj but in a greater manner by *f-*CNTs. 

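Among the genes that the authors selected for the GO term T cell mediated immunity, more were higher in the *f-*CNTs library than in the PEP37 Adj library. *Vsir*, which encodes the checkpoint protein VISTA (chromosome 10, 60346851 to 60430294), had 50.9 TPM in the nonimmunized, 96.6 in the PEP37 Adj and 220.3 in the *f-*CNTs library, log2 folds of 0.92 (0.86 to 0.99) and 2.11 (2.05 to 2.17). *Fut7*, a fucosyltransferase that makes selectin ligands on leukocytes, had folds of 2.95 (1.81 to 4.34) and 4.45 (3.36 to 5.79), from 7 counts in the nonimmunized library. *Klrd1*, a receptor chain of NK and cytotoxic T cells, had folds of −0.01 (−0.59 to 0.58) and 1.16 (0.67 to 1.67), the latter turning to −1.33 under pan-leukocyte scaling, as *Vsir* does to −0.43. The term held 48 higher and 18 lower genes of 74 in *f-*CNTs, with a median of 1.66, and 24 and 6 of 71 in PEP37 Adj, with a median of 0.65. Compared directly, 42 were higher and 14 lower in *f-*CNTs than in PEP37 Adj, with a median of 1.18. The broader term T cell activation held 184 and 76 of 285 in *f-*CNTs and 78 and 28 of 279 in PEP37 Adj, with 1.50 and 0.51. Beside pan-leukocyte medians of 2.70 and 0.65, scaling to those genes turns T cell mediated immunity to −0.88 and −0.04, T cell activation to −0.87 and −0.16, and the direct comparison to −0.64. The authors' deposited table gives an adjusted p of 4.40e-19 for T cell mediated immunity, in a query that joins both comparisons.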

To better understand these genes, we classified them into three categories—MHC-I antigen presentation, T-cell cytotoxicity, and Th1-cell immunity—because these are the most important for generating a robust immune response against cancer cells.

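The costimulatory ligand *Cd80* (gene ID 12519), with which antigen-presenting cells engage CD28 on T cells, lies on chromosome 16 from 38457430 to 38495958. It had 2.82 TPM in the nonimmunized, 4.24 in the PEP37 Adj and 23.2 in the *f-*CNTs library. Its log2 fold over the nonimmunized library was 3.00 (2.64 to 3.37) in *f-*CNTs and 0.57 (0.14 to 1.02) in PEP37 Adj, the latter turning to −0.11 under pan-leukocyte scaling. *Trex1*, the exonuclease that removes DNA from the cytosol, lies on chromosome 9 from 109057932 to 109059723 and had 29.7, 59.8 and 79.4 TPM, folds of 1.42 (1.24 to 1.60) in *f-*CNTs and 1.01 (0.83 to 1.19) in PEP37 Adj. The *f-*CNTs fold turns to −1.12 under that scaling. In the PEP37 Adj library *H2-D1* stood at a fold of 0.70 (0.68 to 0.73), *H2-K1* at 0.77 (0.73 to 0.80) and *B2m* at 0.80 (0.77 to 0.83), so these genes were above the nonimmunized library by less than 2-fold, and *H2-D1* turns to −0.01 when scaled. The direct folds of *f-*CNTs over PEP37 Adj were 2.43 (2.14 to 2.73) for *Cd80*, 1.39 (1.38 to 1.41) for *H2-D1*, 1.14 (1.12 to 1.17) for *H2-K1*, 0.86 (0.84 to 0.88) for *B2m* and 0.41 (0.27 to 0.55) for *Trex1*. The pan-leukocyte genes had medians of 2.70 in *f-*CNTs, 0.65 in PEP37 Adj and 1.80 in the direct comparison, where scaling leaves *Cd80* at 0.60 and turns *H2-D1* to −0.45, *H2-K1* to −0.70, *B2m* to −0.98 and *Trex1* to −1.42.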

Among the genes involved in MHC-I antigen presentation, Cd80, H2-D1, H2-K1, B2m, and Trex1 were upregulated in *f-*CNTs but to a minor degree in PEP37 Adj-immunized mice (**Figure 4E**). With respect to T-cell cytotoxicity, the upregulated genes were *Prf1*, *Cd8a*, and *Il18r1*; the latter is a marker of T-cytotoxic cells. 

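The cytotoxic T-cell genes named in Figure 4E had few TPM in all 3 libraries. *Prf1*, which encodes the pore-forming protein perforin (chromosome 10, 61297751 to 61304684), had 0.156 TPM in the nonimmunized, 0.616 in the PEP37 Adj and 1.87 in the *f-*CNTs library, from 5, 20 and 50 counts. The log2 folds were 2.95 (1.63 to 4.63) in *f-*CNTs and 1.48 (0.03 to 3.25) in PEP37 Adj. *Cd8a*, the CD8 alpha chain (chromosome 6, 71373427 to 71379171), had 1.54, 2.47 and 3.66 TPM, folds of 1.20 (0.73 to 1.68) in *f-*CNTs and 0.65 (0.15 to 1.16) in PEP37 Adj. *Il18r1*, the receptor for interleukin-18 (chromosome 1, 40465552 to 40500854), had 0.478, 2.10 and 3.52 TPM, folds of 2.65 (1.97 to 3.40) and 1.93 (1.22 to 2.70) in the same order. Pan-leukocyte scaling (medians 2.70 and 0.65) leaves *Prf1* at 0.71 and *Il18r1* at 0.28 in *f-*CNTs, below 0.90 and 1.26 in PEP37 Adj, and turns *Cd8a* to −1.18 in *f-*CNTs and −0.02 in PEP37 Adj.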

With respect to Th1 cell immunity, the upregulated genes included *Xcl1*, *Il12a*, *Ccr2*, and *Tbx21*. These genes were more highly upregulated in *f-*CNT-immunized mice than in control mice, except for *Tbx21*, whose expression levels were the same in *f-*CNTs and PEP37 Adj. This information suggests that *f-*CNTs are associated with an anticancer immune response, which could be mediated mainly by T-cytotoxic cells. Thus, we analyzed genes associated with T-cell-mediated cytotoxicity (**Figure 4F**). 

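The genes of Th1 immunity named in Figure 4E differed widely in abundance. *Ccr2*, the receptor of inflammatory monocytes for CCL2 (chromosome 9, 124101918 to 124109140), was the most abundant, with 33.8 TPM in the nonimmunized and 85.4 TPM in the *f-*CNTs library, a log2 fold of 1.34 (1.24 to 1.43). *Xcl1*, a chemokine that draws cross-presenting dendritic cells (chromosome 1, 164931644 to 164935522), had 0.533 and 3.12 TPM, a fold of 2.35 (0.73 to 4.38) on 4 and 17 counts. *Il12a*, a subunit of interleukin-12 (chromosome 3, 68690644 to 68698550), had 0.537 and 3.06 TPM, a fold of 2.31 (1.19 to 3.62) on 8 and 40 counts. *Tbx21*, which encodes the Th1 transcription factor T-bet (chromosome 11, 97098007 to 97115331), had 0.156 and 2.04 TPM, a fold of 3.06 (1.76 to 4.74) on 5 and 55 counts. Under pan-leukocyte scaling (pan-leukocyte median 2.70) *Tbx21* stays higher at 0.81, while *Ccr2* turns to −1.21 and *Il12a* to −0.03, and *Xcl1* stands at −0.00.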

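In the PEP37 Adj library, *Tbx21* stood at 1.00 TPM, a log2 fold of 2.10 (0.73 to 3.82) over the nonimmunized library. *Xcl1*, with 4 counts in the nonimmunized and 8 in the PEP37 Adj library, is under the 10-count minimum. Its interval, 1.15 (−0.75 to 3.33), spans 0, as does that for *Il12a*, 0.77 (−0.54 to 2.20), so no difference was detectable at this depth. *Ccr2* had 0.68 (0.59 to 0.78), which turns to −0.02 under pan-leukocyte scaling, beside a pan-leukocyte median of 0.65. Set directly against PEP37 Adj, the *f-*CNTs library had a log2 fold of 0.96 (0.30 to 1.65) for *Tbx21*, 1.54 (0.67 to 2.47) for *Il12a*, 0.65 (0.57 to 0.73) for *Ccr2* and 1.19 (−0.10 to 2.61) for *Xcl1*, of which the last interval includes 0. These lie below the pan-leukocyte median of 1.80 between the immunized libraries, and scaling turns them to −0.66, −0.18, −1.18 and −0.51.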

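*Runx3*, a transcription factor of CD8 lineage cells in the list for CD8 and cytotoxicity (chromosome 4, 135120645 to 135177990), had 1.88 TPM in the nonimmunized, 3.32 in the PEP37 Adj and 10.7 in the *f-*CNTs library, log2 folds of 0.79 (0.39 to 1.19) and 2.44 (2.10 to 2.80). The latter turns to −0.04 under pan-leukocyte scaling. *Eomes* of the NK cell list, also a factor of effector and memory CD8 T cells, had folds of 1.41 (−0.43 to 3.85), an interval that includes 0, and 3.09 (1.45 to 5.42) on 3, 14 and 46 counts in the nonimmunized, PEP37 Adj and *f-*CNTs libraries. *Wdfy4* of the dendritic cell list, needed for cross-presentation, had folds of 0.65 (0.51 to 0.79) and 3.03 (2.91 to 3.14), and scaling turns the former to −0.05. The dendritic cell list had a median of 1.62 in *f-*CNTs that turns to −0.89, and bulk libraries do not tell which cells express *Wdfy4*. For the GO term CD8-positive, alpha-beta T cell activation, 24 of 30 genes selected by the authors were higher and 2 lower in *f-*CNTs, with a median of 2.06, and 10 higher and 2 lower of 29 in PEP37 Adj, with 0.77. Between the immunized libraries 21 were higher and 1 lower in *f-*CNTs, with 1.30, which turns to −0.48 under pan-leukocyte scaling. Scaled to the pan-leukocyte genes, with medians of 2.70 and 0.65, the *f-*CNTs median turns to −0.42 and that of PEP37 Adj stands at 0.09.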

Most genes were upregulated by *f-*CNT immunization, and some genes in cluster 2 were the same in PEP37 Adj, suggesting that even unconjugated PEP37 Adj can activate the T-cell cytotoxic immune response. In addition, we analyzed the genes involved in Th1 polarization, which is important for generating anticancer immune responses. The genes are displayed in **Figure 4G**. Here, the transcription factors *Stat4* and *Tbx21* were upregulated in PEP37 Adj-immunized mice and highly expressed in *f-*CNT-immunized mice.

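*Stat4*, the transcription factor that carries the interleukin-12 signal (chromosome 1, 51987106 to 52107189), had 2.24 TPM in the nonimmunized, 7.28 in the PEP37 Adj and 23.7 in the *f-*CNTs library. Its log2 folds were 1.66 (1.28 to 2.04) and 3.35 (3.01 to 3.70), and they stay above 0 at 0.96 and 0.83 after pan-leukocyte scaling. *Cxcr3*, a chemokine receptor of Th1 cells, had folds of 1.47 (0.92 to 2.05) in PEP37 Adj and 2.08 (1.55 to 2.64) in *f-*CNTs, the latter turning to −0.40, and the chemokine receptor *Ccr5* had 0.64 (0.53 to 0.76) and 0.91 (0.79 to 1.02), turning to −0.06 and −1.63. In the Th1 list, 66.7% of it in the authors' selected table, 4 of 8 genes were higher and 0 lower in PEP37 Adj, with a median of 1.06 (percentile 98.6), and 7 and 0 in *f-*CNTs, with 2.18 (percentile 99.45). After pan-leukocyte scaling the medians are 0.49 and 0.06. For the GO term T-helper 1 cell differentiation, 6 of 11 selected genes were higher and 0 lower in PEP37 Adj, against 10 and 1 of 12 in *f-*CNTs. Their medians of 1.06 and 1.45 become 0.35 and −0.84 with that scaling, which turns the second, and the pan-leukocyte medians are 0.65 and 2.70.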

The main genes implicated in this process are displayed in **Table 1** as transcripts per kilobase million (TPM) values. These results are consistent with those of flow cytometry immunophenotyping, which revealed an increase in the expression of genes associated with M1 macrophages in the *f-CNT-* and PEP37 Adj-immunized mice but to a lesser degree.

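The costimulatory genes *Cd80*, *Cd86* and *Cd40*, which activated macrophages, dendritic cells and B cells all express, were higher in the *f-*CNTs library, while genes of alternatively activated (M2) macrophages stood in both directions. *Cd86*, a ligand of CD28 (chromosome 16, 36568956 to 36666158), had 8.59 TPM in the nonimmunized and 57.0 TPM in the *f-*CNTs library, a log2 fold of 2.72 (2.52 to 2.92). *Arg1*, the arginase of M2 macrophages (chromosome 10, 24915207 to 24927470), had 956 and 219 TPM, a fold of −2.13 (−2.18 to −2.07). The scavenger receptor *Cd163*, the gene listed in Table 1 (chromosome 6, 124304636 to 124330529), was lower with −2.10 (−2.29 to −1.93). *Vegfa*, the angiogenic factor that the inoculated cells overexpress (chromosome 17, 46016993 to 46032377), had 145 and 1.20 TPM, a fold of −6.80 (−7.26 to −6.38), in a library where the tumor and mesothelium list had a median of −7.87. The suppressive cytokine *Il10* had −2.57 (−3.95 to −1.43). *Klrb1c*, which encodes CD161 on NK cells (chromosome 6, 128778485 to 128788641), was higher, with 0.366 and 1.31 TPM and a fold of 1.59 (0.59 to 2.71), and turns to −0.53 under pan-leukocyte scaling. The most abundant M2 gene, *Retnla*, the resistin-like protein that interleukin-4 induces, had 84.6 and 5705 TPM, a fold of 6.07 (5.95 to 6.20). The scavenger receptor *Msr1* was higher with 2.64 (2.58 to 2.71) and stands at 0.09 when scaled.

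In the M2 list 7 of 17 genes were higher and 9 lower, with a median of −1.10 (percentile 31.7), or −3.43 after pan-leukocyte scaling. In the M1 list, of which only 31.6% is in the authors' selected table, 4 of 5 were higher, among them *Cd40* with 2.78 (2.53 to 3.04), and 1 lower, the Fc receptor *Fcgr1* with −1.39 (−1.58 to −1.19). The median was 2.72 (percentile 98.9), and 0.18 after scaling, beside the pan-leukocyte median of 2.70. The B cell list had a median of 5.02 in the same library, and 2.48 after scaling.

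**Figure D1:**
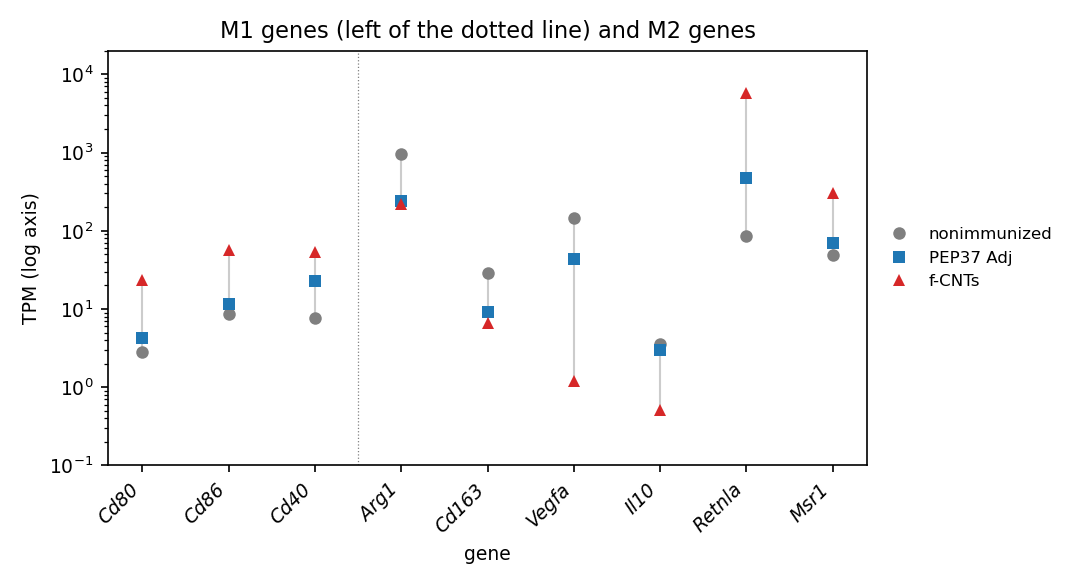
TPM on a log axis of genes of M1 macrophages (*Cd80*, *Cd86*, *Cd40*, left of the dotted line) and of M2 macrophages (right of it) in the nonimmunized, PEP37 Adj and *f-*CNTs libraries, 1 point per pooled library. *Cd86* stands at 8.59 TPM in the nonimmunized and 57.0 TPM in the *f-*CNTs library, and among the M2 genes *Vegfa*, which the inoculated tumor cells also express, is lower in *f-*CNTs than in the nonimmunized library, as are tumor and mesothelium genes (median −7.87), and *Retnla* is higher.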

Increases in *Cd80* and *Cd86*, with decreases in *Arg1*, *Cd161*, *Vegfa*, and *Il10*, were observed in the *f-*CNT-immunized mice compared with those in the nonimmunized group. A similar pattern is observed in PEP37 Adj-immunized mice, but at a lower level. 

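In the PEP37 Adj library, *Arg1* had 240.5 TPM, a log2 fold of −1.99 (−2.04 to −1.94) over the nonimmunized library, *Cd163* had −1.65 (−1.80 to −1.50) and *Vegfa* −1.74 (−1.82 to −1.66). *Cd86* stood at 0.41 (0.17 to 0.65), less than 2-fold, and turns to −0.29 under pan-leukocyte scaling, and the interval of *Il10* included 0 at −0.22 (−0.82 to 0.38). *Retnla* was higher with 2.49 (2.35 to 2.62), as was *Cd40* with 1.56 (1.29 to 1.84), and the folate receptor *Folr2* of resident macrophages with 2.14 (2.05 to 2.23). In the M2 list 4 of 17 genes were higher and 5 lower, with a median of −0.08 (percentile 21.7). In the incomplete M1 list 2 of 6 were higher and 0 lower, with 0.67 (percentile 88.2), or 0.02 after scaling.

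Genes that macrophages express in any state were mostly higher in *f-*CNTs. *Lyz2*, the lysozyme of macrophages and neutrophils, had 6459.9 TPM in the nonimmunized, 13544 in the PEP37 Adj and 49271 in the *f-*CNTs library. *Itgam*, the integrin chain CD11b, had folds of 3.13 (3.09 to 3.17) in *f-*CNTs and 0.73 (0.68 to 0.78) in PEP37 Adj. In the list for all macrophages 9 of 13 were higher and 3 lower in *f-*CNTs, with a median of 1.95 (percentile 94.6), and 1 higher and 0 lower in PEP37 Adj, with 0.32 (percentile 76.7). Scaling to the pan-leukocyte genes, whose medians are 2.70 and 0.65, turns these to −0.59 and −0.39.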

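Most neutrophil genes were lower in both immunized libraries than in the nonimmunized library. The calprotectin genes *S100a8* and *S100a9*, abundant in neutrophils, had 180.0 and 180.3 TPM in the nonimmunized library. Their log2 folds were −2.27 (−2.53 to −2.02) and −2.60 (−2.85 to −2.37) in *f-*CNTs and −1.41 (−1.60 to −1.22) and −1.86 (−2.05 to −1.68) in PEP37 Adj. *Mmp9*, the gelatinase of neutrophil granules (chromosome 2, 164940326 to 164955850), had 72.7 TPM in the nonimmunized, 15.0 in the PEP37 Adj and 11.8 in the *f-*CNTs library, folds of −2.27 (−2.40 to −2.14) and −2.61 (−2.76 to −2.46). *Padi4*, the arginine deiminase that acts in neutrophil extracellular traps, was higher with 2.95 (2.84 to 3.06) and 4.98 (4.88 to 5.09), and *Csf3r*, the receptor for granulocyte colony-stimulating factor, had −0.15 (−0.29 to −0.01) and 2.22 (2.11 to 2.33), the latter turning to −0.32 under pan-leukocyte scaling. *Trpm2*, a calcium channel opened by oxidative stress (chromosome 10, 77907722 to 77969909), had 2.62, 4.46 and 6.98 TPM, folds of 0.74 (0.48 to 1.00) and 1.38 (1.14 to 1.62). In *f-*CNTs it turns to −1.07 when scaled. In the neutrophil list, 12 of whose 20 members are in the authors' selected table, 3 of 12 were higher and 8 lower in *f-*CNTs, with a median of −2.37 (percentile 1.12), and 1 higher and 9 lower in PEP37 Adj, with −1.58 (percentile 0). The pan-leukocyte medians have the other sign, 2.70 and 0.65, and scaling to them gives −4.38 and −2.25. The paper reports the other direction by flow cytometry, a different measure, with more granulocytes in the ascites of the *f-*CNT groups.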

With respect to the neutrophil subsets, we observed an increase in *Trmp2*, followed by a decrease in *Mmp9*, *Il10*, and *Vegfa* in *f-*CNTs and a lower grade in PEP37 Adj, similar to the findings for the macrophage subsets. These results suggest that *f-*CNTs induce an antitumoral microenvironment mediated by M1 macrophages and N1 neutrophils, which may help control tumor development and ascitic fluid accumulation.

Additionally, the expression of several genes associated with T lymphocytes increased; among these *Cd3e*, *Cd4*, and *Cd8b1* genes were upregulated, indicating an increase in the number of T lymphocytes in the TME. In addition, the T cytotoxic cells in the TME displayed a functional profile with increases in *Prf1* and *Gzma*, mainly in the *f-*CNT-immunized mice and, at lower levels, in the PEP37 Adj-immunized mice.

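T-cell genes were higher in the *f-*CNTs library and mostly higher in the PEP37 Adj library. *Cd3e*, a chain of the T-cell receptor complex (chromosome 9, 44998735 to 45009663), had 1.63 TPM in the nonimmunized, 7.73 in the PEP37 Adj and 15.2 in the *f-*CNTs library, log2 folds of 2.18 (1.59 to 2.81) and 3.15 (2.59 to 3.76). *Cd4*, the coreceptor of helper T cells (chromosome 6, 124864693 to 124888247), had 0.881, 2.60 and 5.99 TPM, folds of 1.46 (0.86 to 2.10) and 2.63 (2.07 to 3.24), the latter at 0.20 after pan-leukocyte scaling. *Cd8b1*, the CD8 beta chain (chromosome 6, 71322788 to 71337492), had 2.61, 6.79 and 5.91 TPM, folds of 1.35 (0.84 to 1.88) and 1.15 (0.62 to 1.70). The *f-*CNTs fold turns to −1.29, and between the immunized libraries the interval included 0, at −0.20 (−0.60 to 0.21). The constant region genes of the T-cell receptor, *Trac*, *Trbc1* and *Trbc2*, of which the last 2 can share reads, had folds of 2.26 (1.85 to 2.70), 2.86 (2.27 to 3.50) and 2.47 (2.05 to 2.91) in *f-*CNTs. When scaled, *Trac* turns to −0.26 and *Trbc2* to −0.07. In the T cell list all 19 genes were higher in *f-*CNTs, with a median of 2.43 (percentile 99.97), and 13 of 19 were higher and 0 lower in PEP37 Adj, with 1.35 (percentile 99.99). Among those within 2-fold there was the adaptor *Lat*, with 0.48 (0.13 to 0.83), which turns to −0.22 when scaled. Beside pan-leukocyte medians of 2.70 and 0.65, scaling to those genes turns the *f-*CNTs median to −0.07 and leaves that of PEP37 Adj at 0.65.

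**Figure D2:**
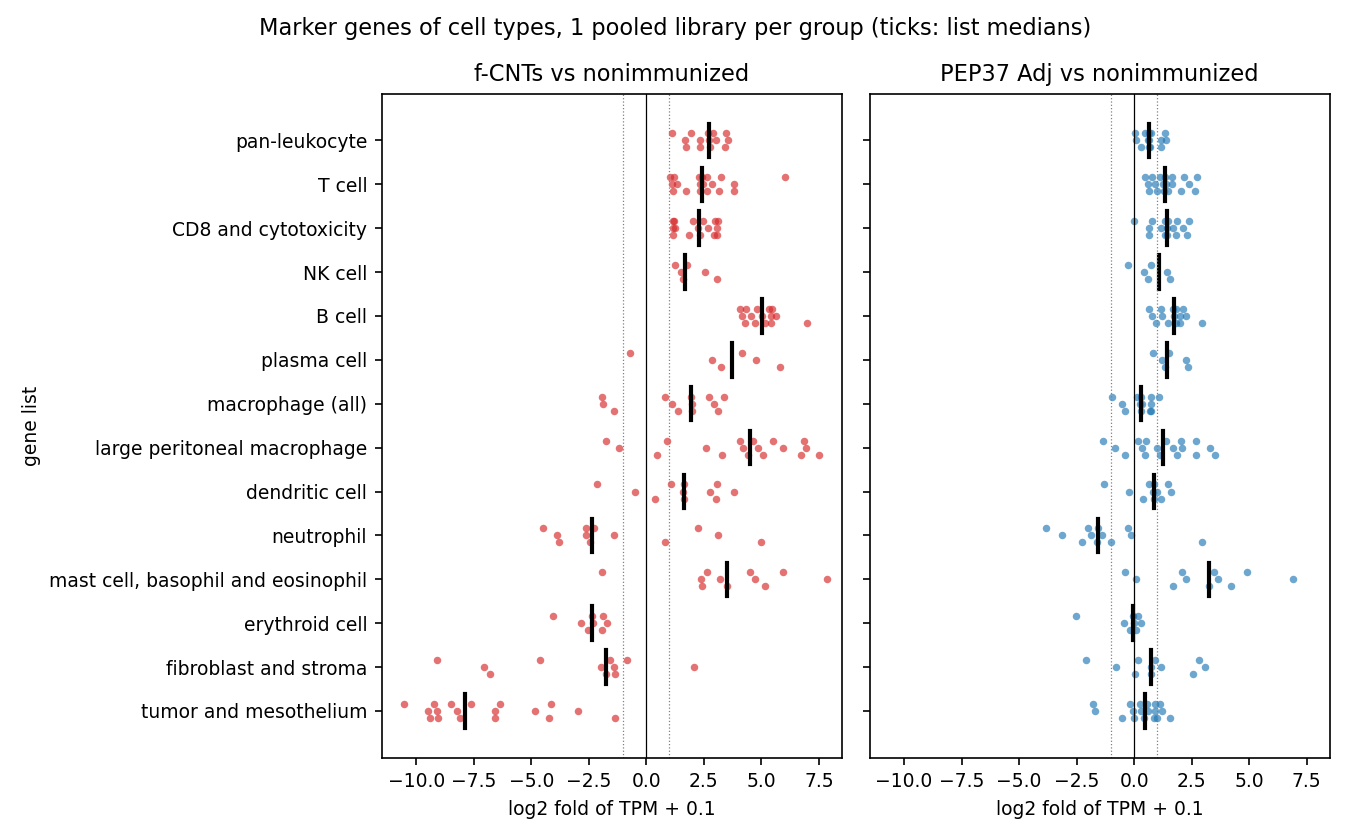
Log2 fold of TPM + 0.1 over the nonimmunized library for members of 14 marker gene lists in *f-*CNTs (left) and PEP37 Adj (right), 1 pooled library per group. Each point is a gene, including genes under the count minimum that the medians leave out, black ticks are list medians and dotted lines mark 2-fold. In *f-*CNTs the T cell median of 2.43 lies near the pan-leukocyte median of 2.70 and turns to −0.07 when scaled to it, the B cell median of 5.02 lies above it and that of the tumor and mesothelium list, −7.87, far below.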

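*Gzma*, which encodes granzyme A, a protease that cytotoxic cells release into their targets (chromosome 13, 113093824 to 113100981), had 0.598 TPM in the nonimmunized, 3.58 in the PEP37 Adj and 5.91 in the *f-*CNTs library. Its log2 folds were 2.40 (1.15 to 3.93) and 3.11 (1.89 to 4.61), on 6, 38 and 55 counts. *Nkg7*, a granule protein of cytotoxic lymphocytes, had folds of 2.30 (1.56 to 3.12) and 2.98 (2.27 to 3.78), and *Ccl5* one of 1.83 (1.51 to 2.15) in *f-*CNTs that turns to −0.71 under pan-leukocyte scaling. In the list for CD8 and cytotoxicity all 16 genes were higher in *f-*CNTs, with a median of 2.29 (percentile 99.91), and 11 of 15 were higher and 0 lower in PEP37 Adj, with 1.41 (percentile 100). After scaling to the pan-leukocyte genes, whose medians are 2.70 and 0.65, the *f-*CNTs median turns to −0.02 and that of PEP37 Adj is 0.90. The direct fold of *f-*CNTs over PEP37 Adj was 0.71 (0.08 to 1.34) for *Gzma* and 1.46 (0.69 to 2.29) for *Prf1*, and the list median 0.77. Scaling, with a pan-leukocyte median of 1.80 between these libraries, turns them to −1.05, −0.18 and −0.95.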

Concerning the CD4 subset profile, we analyzed the transcription factors *Stat4*, *Gata3*, *Stat6*, *Stat3*, and *Rorc*, revealing a Th1 and Th9 profile in *f-*CNT-immunized mice. Moreover, the PEP37 Adj-immunized mice displayed a mixed Th1/Th2 profile and a Th17 subset. In addition, the protumoral ovarian cancer genes *Wt1*, *Bmp7*, and *Foxj2* were expressed at low levels in immunized mice, which aligns with the strong antitumoral profile in the TME of *f-*CNT-immunized mice (**Table 1**).

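Among the helper T-cell regulators of Table 1, *Gata3* and *Rorc* were lower in the *f-*CNTs library. *Gata3*, the transcription factor of Th2 cells (chromosome 2, 9857078 to 9887953), had 6.85 TPM in the nonimmunized and 2.68 TPM in the *f-*CNTs library, a log2 fold of −1.32 (−1.68 to −0.97). *Rorc*, whose product RORgammat directs Th17 cells (chromosome 3, 94372794 to 94398276), had 51.1 and 0.572 TPM, a fold of −6.25 (−6.97 to −5.62). In the nonimmunized library *Rorc* was far above *Cd3e* and *Cd4*, at 1.63 and 0.881 TPM, and tumor and mesothelium genes were also far lower in *f-*CNTs (median −7.87). The Th2 factor *Maf* was also lower, with −2.34 (−2.43 to −2.25). Other members of both lists had the other direction. *Il1rl1*, the interleukin-33 receptor, was higher with 3.04 (2.74 to 3.36), and the chemokine receptor *Ccr6* of the Th17 list with 4.25 (3.60 to 4.98). The transcription factor *Batf* was higher with 2.40 (2.04 to 2.77), which turns to −0.14 under pan-leukocyte scaling. In the same library the B cell list had a median of 5.02 and the mast cell, basophil and eosinophil list one of 3.52. Bulk libraries do not tell which cells these transcripts come from. Of the Th2 list, 40.0% is in the authors' selected table, with 2 genes higher and 2 lower in *f-*CNTs and a median of 0.03 (percentile 58.3), which turns to −0.27 with CPM and −2.28 with pan-leukocyte scaling. The Th17 list, 44.4% of it in the table, had 3 higher and 1 lower genes and a median of 2.10 (percentile 95.5), which turns to −0.24 with that scaling, beside the pan-leukocyte median of 2.70. *Stat6* and *Stat3* are not in the authors' selected table, so no fold is given for them, and their TPM stand only in the paper's Table 1.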

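In the PEP37 Adj library *Gata3* had 3.50 TPM, a log2 fold of −0.95 (−1.26 to −0.65) over the nonimmunized library, and *Rorc* 12.3 TPM, a fold of −2.05 (−2.22 to −1.89). *Il1rl1* was higher with 2.35 (2.04 to 2.68), beside a median of 3.24 for the mast cell, basophil and eosinophil list. *Il4*, the cytokine of Th2 cells, had −0.11 (−1.96 to 1.69) on 7 and 6 counts, under the 10-count minimum, and no difference was detectable. In the incomplete Th2 list 1 of 3 genes was higher and 0 lower, with a median of −0.77 (percentile 8.13). The Th17 list had 0 higher and 1 lower genes of 4, with a median of 0.32 (percentile 62.6) that turns to −0.30 under pan-leukocyte scaling, beside a pan-leukocyte median of 0.65. Between the immunized libraries, *Rorc* stood at −4.20 (−4.93 to −3.55) and *Gata3* at −0.37 (−0.76 to 0.02) in *f-*CNTs relative to PEP37 Adj.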

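Genes of tumor and mesothelial cells were far lower in the *f-*CNTs library and mostly within 2-fold of the nonimmunized library in the PEP37 Adj library. *Wt1*, a transcription factor of ovarian tumor and mesothelial cells (chromosome 2, 105126529 to 105173614), had 321 TPM in the nonimmunized, 279 in the PEP37 Adj and 0.119 in the *f-*CNTs library. Its log2 folds were −0.20 (−0.24 to −0.16) and −10.52 (−12.39 to −9.16), the latter on 4 counts. *Bmp7*, a bone morphogenetic protein (chromosome 2, 172868012 to 172940321), had 3.89, 4.82 and 0.404 TPM, folds of 0.30 (−0.00 to 0.60) and −2.99 (−3.83 to −2.24), the former turning to −0.39 under pan-leukocyte scaling. The epithelial keratin *Krt19* had 581, 1706 and 0.717 TPM, folds of 1.55 (1.52 to 1.59) and −9.48 (−10.48 to −8.64), and *Amhr2*, the receptor for anti-Müllerian hormone, had 0.91 (0.88 to 0.94) and −9.24 (−10.05 to −8.54). In the tumor and mesothelium list 0 of 18 genes were higher and 18 lower in *f-*CNTs, with a median of −7.87 (percentile 0). In PEP37 Adj 3 were higher and 2 lower, with 0.49 (percentile 89.3). Pan-leukocyte scaling leaves the *f-*CNTs median negative at −9.61 and turns that of PEP37 Adj to −0.21. *Foxj2* and *Cldn4*, which Table 1 also lists, are not in the authors' selected table. From the macrophage and neutrophil genes of Table 1 the paper proposes that *f-*CNTs induce an antitumoral microenvironment, and it states that the low levels of *Wt1*, *Bmp7* and *Foxj2* align with that profile.

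**Figure D3:**
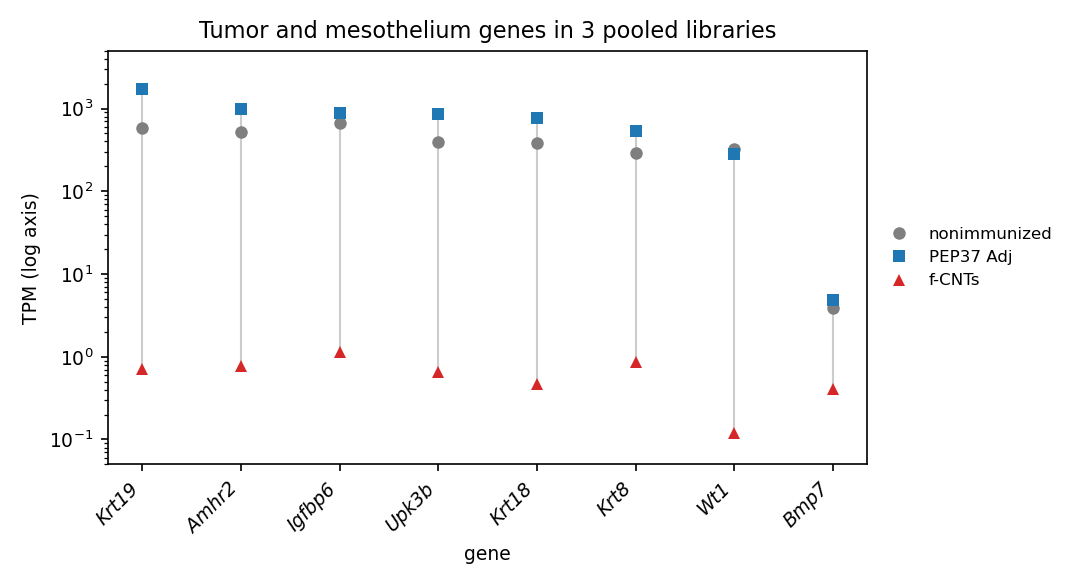
TPM on a log axis of 8 genes of tumor and mesothelial cells in the nonimmunized, PEP37 Adj and *f-*CNTs libraries, 1 point per pooled library. All 8 are lowest in *f-*CNTs, where *Krt19* stands at 0.717 TPM against 581 in the nonimmunized and 1706 in the PEP37 Adj library.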

Enriched Gene Ontology (GO) biological processes identified in the transcriptomic analysis (**Figure 4**) were grouped into functional categories to facilitate interpretation in **Table 2**. Processes were assigned to treatment groups based on their relative enrichment patterns, highlighting distinct immune signatures associated with *f-*CNTs and PEP37 Adj immunization.

The multiparametric flow cytometry findings provide cellular-level support for several of the transcriptomic observations, including enhanced M1-like macrophage polarization and increased CD8^+^ effector responses, thereby strengthening the cross-validation between omics-level pathway enrichment and functional immune phenotyping.

### 3.4 Splenocytes from *f*-CNT–immunized mice exhibit antigen-responsive proliferation and CD8^+^ T-cell cytotoxic activity

Previous cytometry results revealed an increase in the T CD8^+^ population and overexpression of genes related to T-cell-mediated cytotoxicity; here, we confirmed that T cytotoxic cells from immunized mice were functional and cytotoxic against ID8DVLuc cells.

To analyze whether splenocytes isolated from immunized mice were responsive to the PEP37 antigen, *ex vivo* cell proliferation and cytotoxicity assays were performed. The non-immunized groups did not recognize the antigen, and the cells could not proliferate. In contrast, splenocytes from the immunized groups showed an increase in the proliferative response to PEP37, approximately 15% in PEP37 Adj-immunized mice and 20% in *f-*CNT-immunized mice. Importantly, the response was heterogeneous, since some of the mice exhibited significantly greater proliferation than others did (**Figure 5A**); nevertheless, in the *f-*CNT and *f-*CNT plus adjuvant groups, most of the mice exhibited increased proliferation.

**Figure 5:**
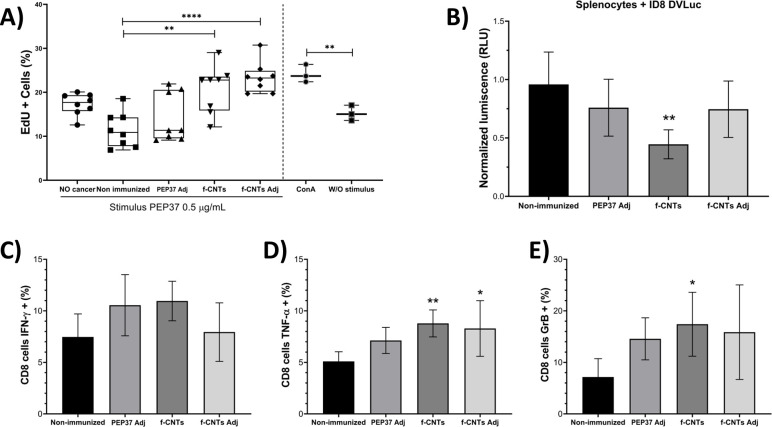
*f-*CNTs immunization enhances antigen-specific proliferation and CD8^+^ T-cell cytotoxic activity. **(A)** proliferation of splenocytes from immunized mice. ConA-stimulated (0.5 µg/mL) and nonstimulated splenocytes from a healthy mouse were used as positive and negative controls. **(B)** *ex vivo* cytotoxicity assay against ID8DVLuc cells. Splenocytes were cocultured with ID8DVLuc cells, and the RLU, luminescence was proportional to the number of viable ID8DVLuc cells. RLU was normalized to 1 relative to nonimmunized mouse splenocytes. **(C)** CD8^+^ cells and IFN-γ^+^ cells. **(D)** CD8^+^ cells, TNF-α^+^ cells. **(E)** CD8^+^ cells, granzyme B^+^ cells. Each bar shows the mean ± S.D. (four mice were used per group, with technical duplicates, n=8). Asterisks indicate significant differences *vs*. the non-immunized group. **** p<0.0001, ** p<0.01, * p<0.05. ANOVA and Tukey’s multiple comparison tests were used.

Compared with that in the nonimmunized group, the viability of ID8DVLuc cells in the group in which these cells were cocultured with splenocytes derived from *f-*CNT-immunized mice significantly decreased (**Figure 5B**). In addition, we evaluated CD8+ T cells positive for IFN-γ, TNF-α, and Granzyme B, which are markers of cytotoxicity (**Figures 5C–E**, respectively). Significant differences in TNF-α and Granzyme B production in the *f-CNT-* and *f-*CNT plus adjuvant-immunized groups were observed. These results are in agreement with the RNA-seq results (**Table 1**), as the expression of the *Grza* and *Prf1* genes was lower in the PEP37 Adj-immunized group than in the *f-*CNT-immunized group, and the expression of these genes was greater in the *f-*CNT-immunized group. These results indicate that splenocytes from *f*-CNT–immunized mice exhibit enhanced CD8^+^ T-cell–associated cytotoxic activity against ID8DVLuc cells *ex vivo*.

### 3.5 *f*-CNT immunization induces a sustained humoral response with isotype skewing

We quantified IgG1, IgG2a, IgG2b, IgA, and IgM levels in serum collected from immunized mice six weeks after ID8DVLuc inoculation to evaluate the humoral immune response. The results showed that immunization with PEP37 Adj and functionalized carbon nanotubes (*f-*CNTs) elicited a humoral immune response. However, the antibody profiles differed among the groups. Both PEP37 Adj and *f-*CNTs induced comparable levels of IgG1. Notably, the combination of *f-*CNTs with TiterMax adjuvant produced the highest IgG1 titers (**Figure 6A**).

**Figure 6:**
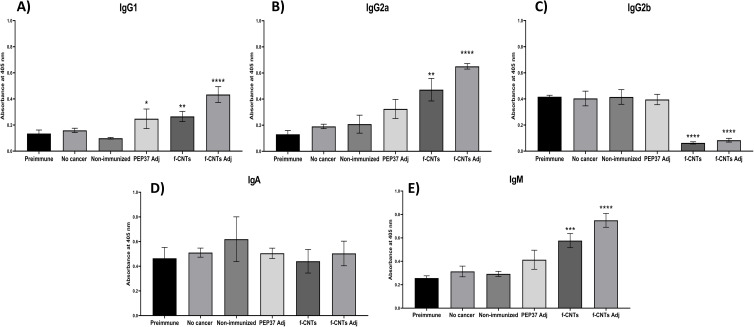
*f-*CNTs immunization induces a Th1-associated humoral response with increased IgG2a and sustained IgM levels. Immunoglobulin quantification of **(A)** IgG1. **(B)** IgG2a. **(C)** IgG2b. **(D)** IgA. **(E)** IgM. Each bar shows the mean ± S.D. Asterisks indicate significant differences *vs*. the non-immunized group **** p<0.0001, *** p<0.001, ** p<0.01, * p<0.05. ANOVA and Tukey’s multiple comparison tests were used. The serum was diluted to 1:100, and the anti-isotype antibodies were diluted to 1:1000.

In contrast, IgG2a levels (**Figure 6B**) were significantly increased only in mice immunized with *f-*CNTs alone or *f-*CNTs plus adjuvant, indicating a potential Th1-skewed response in *f-*CNT-immunized mice. Conversely, IgG2b levels were reduced in mice immunized with *f-*CNTs or *f-*CNTs plus adjuvant (**Figure 6C**). No significant differences in IgA production were observed among the groups (**Figure 6D**).

Interestingly, we detected significantly high IgM levels after several weeks in mice immunized with *f-*CNT or *f-*CNT plus adjuvant (**Figure 6E**), revealing strong and constant stimulation by the *f-*CNTs. This did not occur with PEP37 Adj immunization.

### 3.6 *f*-CNT immunization is associated with delayed disease progression and improved survival

To evaluate the association between immunization and disease progression, we used an immunocompetent ID8DVLuc model. In this model, disease progression is characterized by the development of disseminated peritoneal implants rather than a single measurable solid tumor mass. Therefore, weekly increases in body weight were attributed to the accumulation of ascitic fluid (**Figure 7A**).

**Figure 7:**
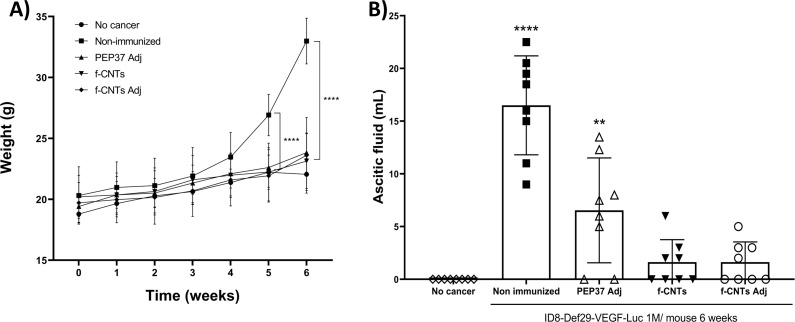
*f-*CNTs immunization delays disease progression and reduces ascitic fluid accumulation. **(A)** weekly body weights of the mice from the different groups over 6 weeks post-inoculation. **(B)** volume of ascitic fluid in mice from the different groups. Each bar shows the mean ± S.D. (each point represents a mouse; n=8). Panel **(A)**, asterisks indicate significant differences *vs* the non-immunized group. Panel **(B)**, asterisks indicate significant differences *vs* the no cancer group. **p < 0.01, **** p<0.0001 ANOVA and Tukey’s multiple comparison test. 1 M: 1 million inoculated ID8DVLuc cells.

Non-immunized mice accumulated large amounts of ascitic fluid, resulting in a significant increase in body weight at week 5, which became more pronounced by week 6 (**Figures 7A, B**). In contrast, compared with the no cancer group, all the immunized groups—regardless of the antigen or adjuvant used—showed no significant increase in body weight.

Similarly, the volume of ascitic fluid was significantly lower in all immunized groups than in the non-immunized group. Although the group immunized with *f-*CNTs plus adjuvant had the lowest ascites volume (**Figure 7B**), no statistically significant differences were observed among the immunized groups.

Overall, these findings indicate that immunization with *f-*CNTs is associated with delayed disease progression and reduced ascites accumulation in this model.

In addition, we conducted an independent experiment to evaluate overall survival through the follow-up of disease progression via *in vivo* bioluminescence and body weight data.

Non-immunized mice presented a stronger bioluminescence signal (**Figure 8A**) because the *Luc* gene was expressed in ID8DVLuc cells, which correlated with the weight increase in this group (**Figure 8B**) and an overall survival rate of no more than 6 weeks (**Figure 8C**).

**Figure 8:**
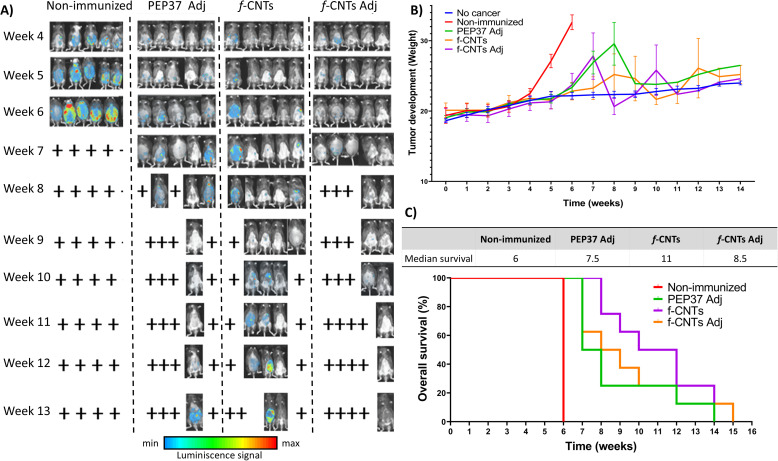
*f-*CNTs immunization prolongs overall survival in the ID8DVLuc ovarian cancer model. **(A)** disease progression was followed by bioluminescence, with images obtained each week; for practical purposes, we show weeks 4 to 13. **(B)** disease progression followed by weight increase caused by ascitic fluid accumulation. Each line represents a group (n=5). **(C)** overall survival curves. At the top, the mean overall survival in weeks for each group is displayed, and each line represents a group (two independent experiments, n=8 mice). Survival curves were compared using the log-rank (Mantel–Cox) test, which showed significant differences among groups (χ² = 32.80, df = 3, p < 0.0001). A significant trend was also observed (χ² = 11.45, df = 1, p = 0.0007). All groups showed significant differences, p < 0.0001 *vs* the non-immunized group. PEP37 Adj *vs*. *f*-CNTs p = 0.0436. PEP37 Adj *vs*. *f*-CNTs Adj p = 0.5665. *f*-CNTs *vs*. *f*-CNTs Adj p = 0.3727.

In the PEP37 Adj-immunized mice, we observed an increase in the overall survival rate of 7.5 weeks on average; nevertheless, at week 9, most of the mice died because of ascitic fluid accumulation (**Figure 8**, PEP37 Adj). The results of the *f-*CNT plus adjuvant-immunized mouse group were similar to those of the PEP37 Adj-immunized group, with an overall survival rate of 8.5 weeks.

On the other hand, the mice immunized with *f-*CNTs without adjuvant had the best response, with a significant increase in overall survival (11 weeks). Even the mice that developed ascitic fluid showed weaker signals because of less disease progression (**Figures 8A, B**).

These results suggest that, compared with PEP37 Adj alone, bioconjugating PEP37 to CNTs induced an adequate immune response, as evidenced by an increase in overall survival in the ovarian cancer model (from 7.5–11 weeks). Second, the use of TiterMax as an adjuvant in the *f-*CNT plus adjuvant group, contrary to expectations, decreased overall survival compared with that in the *f-*CNT without adjuvant group (from 11 to 8.5 weeks), which could be related to the function of the adjuvant changing the response to a Th2 subpopulation or mixed Th1–Th2 population (**Figure 8C**). Third, these findings indicate that compared with unconjugated peptide immunization, immunization with *f-*CNTs is associated with prolonged survival in this ovarian cancer model.

### 3.7 Short-term histological assessment does not reveal overt tissue alterations.

Histopathological evaluation of major organs from all immunized groups revealed preserved tissue architecture with no detectable inflammatory infiltrates, necrosis, or structural abnormalities when compared with non-immunized controls (**Supplementary Figure 3**). This absence of overt morphological alterations was consistently observed in liver, heart, lung, and kidney tissues, supporting the lack of detectable systemic toxicity under the experimental conditions used.

Importantly, animals immunized with PEP37 Adj alone also exhibited normal tissue morphology, indicating that neither the peptide nor the nanoplatform-containing formulations induced evident short-term histological damage. Together with our previous *in vitro* cytotoxicity analysis (21), these findings support the short-term tolerability and preliminary safety profile of *f*-CNT-based immunization, at least within the tissues and time frame evaluated in this study.

## 4 Discussion

Fucosyltransferase 4 (FUT4) is widely reported to be overexpressed in multiple malignancies and to contribute to tumor progression and immune evasion mechanisms (13, 17, 18, 20). However, its immunogenic potential as a source of tumor-associated epitopes has not been previously explored in ovarian cancer models. In the present study, we evaluated a multiepitope peptide derived from murine FUT4 (PEP37), previously designed using bioinformatics and bioconjugated to carbon nanotubes (*f-*CNTs) (21,) and assessed its immunological and therapeutic effects in an ID8DVLuc ovarian cancer model.

First, we confirmed that FUT4 is overexpressed in tumor cells isolated from ascitic fluid in the ID8DVLuc model at six weeks post-inoculation. Increased expression was consistently observed by flow cytometry and immunofluorescence. Although the number of biological replicates was limited, the concordant results across independent techniques support the robustness of these observations. These findings suggest that FUT4 may be a relevant antigen source in this model, which is consistent with previous reports identifying overexpressed proteins as potential tumor-associated antigens (28, 29). Importantly, although the present work focused on the therapeutic evaluation of the nanovaccine in an ascites-driven murine model, independent ongoing analyses in human ovarian tumor tissues from our group further support the clinical relevance of FUT4 as a target in solid lesions across multiple histological subtypes, while showing minimal signal in non-cancerous ovarian tissue. Together, these observations reinforce the rationale for FUT4-directed immunotherapy as a potentially selective strategy against transformed ovarian tissue. Effective cancer immunotherapy must induce a robust immune response at the cellular level (through stimulation of cytotoxic T lymphocytes) or at the humoral level (through antibody production). Regardless of the response, recognition, internalization, processing, and presentation of antigens by APCs to T lymphocytes is needed. An essential factor in the design of cancer immunotherapy is that most antigens require additional molecules that act as adjuvants for their complete processing, thus improving their stability and antigenicity (10). In this case, we propose the use of CNTs as stimulatory particles to elicit an effective immune response to cancer antigens. Although we did not expect an increase in antibody titers, humoral responses were also enhanced following *f*-CNT immunization. Strong IgG and IgM responses were observed even in the absence of additional adjuvants, supporting the immunostimulatory properties of the CNT-based platforms. Future studies should define the precise FUT4-derived epitopes recognized by the *f*-CNTs-induced polyclonal antibodies, as this may help explain the functional contribution of humoral immunity to tumor control and potential antigen-spreading mechanisms. The addition of an external adjuvant increased antibody titers, but this immunization protocol did not improve survival and was associated with immune profiles suggestive of Th2 skewing or at least a mixed Th1/Th2 response.

In contrast, *f-*CNTs alone were associated with transcriptional signatures consistent with Th1 polarization and increased cytotoxic responses. These findings suggest that CNTs may act not only as antigen carriers but also as immunomodulatory platforms capable of influencing T-cell polarization. With respect to the cellular response, the transcriptional changes are consistent with enhanced antigen processing and MHC-I–associated presentation pathways, such as *H2-D1*, *H2-K1*, *B2m*, and *Cd74.* These genes are relevant because they are involved in antigen presentation in MH C class I, and the bioconjugated peptides are designed specifically for the H2-D and H2-K haplotypes. In addition, in this last pathway, CD74 is critical because the CD74-dependent MHC class I cross-presentation pathway in DCs plays a key role in the generation of MHC class I-restricted, cytolytic T lymphocytes (CTLs) in response to cell-associated antigens (30).

Functionally, immunization with *f-*CNTs was associated with reduced ascites accumulation and prolonged overall survival compared with those of nonimmunized mice and mice immunized with unconjugated peptide. Because the ID8DVLuc model primarily develops disseminated peritoneal implants rather than a single measurable solid mass, ascites volume and body weight are typically used as surrogate indicators of disease progression. While these measures do not fully capture total tumor burden, the consistent reduction in ascites combined with survival extension suggests a biologically meaningful effect of *f*-CNT immunization in this aggressive VEGF-driven model (31).

Ascitic accumulation in ovarian cancer has been linked to the predominance of immunosuppressive M2 macrophages. In intraperitoneal ID8 models, inhibition of M2 macrophages reduces ascitic fluid and increases CD8+ T-cell infiltration (32). In agreement with these reports, immunized mice—particularly those receiving *f-*CNTs—exhibited a shift from M2 to M1 macrophage profiles, accompanied by increased T-cell infiltration. These findings suggest that *f*-CNT immunization remodels the tumor microenvironment toward a more proinflammatory and potentially antitumoral state. In addition, these results are consistent with our previously published *in vitro* findings from our laboratory, demonstrating that these *f-*CNTs modulate macrophage polarization by promoting a shift from the M2 to the M1 phenotype. In those studies, we showed that *f-*CNT treatment enhanced the expression of proinflammatory markers while reducing the expression of M2-associated markers, supporting the functional reprogramming of macrophages toward an antitumoral phenotype (21).

Transcriptomic analysis further supported this immune remodeling. Although RNA-seq was performed on pooled samples and therefore should be interpreted as hypothesis-generating, the observed transcriptional changes were consistent with enhanced antigen processing and MHC-I–associated presentation pathways, including upregulation of H2-D1, H2-K1, B2m, and Cd74. Increased expression of genes associated with CD8+ T-cell activation (Cd8b1, Prf1, and Gzma) and Th1 polarization (Stat4 and Tbx21) was also detected. These findings were subsequently supported by flow cytometry and functional cytotoxicity assays, indicating that CD8+ T cells from *f*-CNT–immunized mice were capable of killing ID8DVLuc tumor cells *ex vivo*. The enrichment of CD8^+^ T cells observed after vaccination is consistent with the original multiepitope design of PEP37, which includes dominant H2-Db/H2-Kb-restricted motifs previously predicted for efficient MHC-I presentation (21). Although the present study suggests a localized cytotoxic immune remodeling within the ascitic tumor-associated compartment, an important next step will be to determine whether this spatial immune polarization is similarly established within solid metastatic peritoneal nodules. Comparative immune profiling of ascitic fluid and solid lesions will be particularly relevant to define whether the CD8^+^ enrichment, T-cell immune balance shift, and immune pathways identified in the current study are conserved across distinct ovarian cancer microenvironmental niches, thereby further strengthening the translational relevance of the nanovaccine platform.

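*Alox5*, the 5-lipoxygenase that starts leukotriene synthesis, lies on chromosome 6 from 116410071 to 116461178. It had 11.8 TPM in the nonimmunized, 42.0 in the PEP37 Adj and 152 in the *f-*CNTs library, log2 folds of 1.83 (1.67 to 2.00) and 3.68 (3.53 to 3.83), which stay above 0 at 1.12 and 1.13 after pan-leukocyte scaling. Its partner *Alox5ap*, which presents arachidonic acid to the enzyme, had folds of 0.58 (0.51 to 0.64) and 2.04 (1.99 to 2.10), both turning under that scaling, to −0.13 and −0.50. The leukotriene C4 synthase *Ltc4s* had 1.93 (1.83 to 2.03) and 2.64 (2.55 to 2.74), the latter standing at 0.10 when scaled. *Alox15*, a lipoxygenase of resident peritoneal macrophages, had 0.49 (0.39 to 0.59) and 4.20 (4.11 to 4.29), the former turning to −0.21 when scaled. By counts with the authors' effective library sizes its folds were 3.07 and 7.06, so the size of its fold depends on the unit. In the list for eicosanoid synthesis, 58.3% of it in the authors' selected table, 5 of 7 genes were higher and 1 lower in *f-*CNTs, with a median of 2.62 (percentile 97.7). In PEP37 Adj 2 were higher and 0 lower, with 0.58 (percentile 87.2). After pan-leukocyte scaling the medians are 0.10 and −0.13, which turns the second, and the pan-leukocyte medians themselves are 2.70 and 0.65.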

The upregulation of Alox5 in *f*-CNT–immunized mice is noteworthy, as previous studies have shown that multiwalled CNTs can induce M1 polarization in murine macrophages through Alox5-dependent pathways (33). These results suggest a possible pathway for M1 polarization induction in *f*-CNT-immunized mice. Although mechanistic confirmation was not performed here, these observations suggest a potential pathway through which CNTs contribute to macrophage reprogramming.

The use of CNTs as vaccine platforms has been explored in infectious disease and cancer models. CNT-based conjugates have been shown to enhance antigen-specific IgG responses, promote dendritic cell uptake, and increase CD8+ T-cell activation in multiple preclinical settings (34–39). Our findings extend this body of work by demonstrating that FUT4-derived peptide bioconjugation to CNTs can modulate both innate and adaptive immune compartments in an aggressive ovarian cancer model.

The therapeutic benefit observed is unlikely to be driven by a single immune mechanism but rather reflects the coordinated contribution of multiple immune axes. In addition to cytotoxic T lymphocyte (CTL) responses, our findings indicate that humoral immunity, as evidenced by the antibody responses (**Figure 6**), and innate immune components, including macrophage polarization and functional activation, also contribute to the overall antitumor effect. The interplay among these mechanisms may enhance efficacy by promoting antigen recognition, facilitating effector cell recruitment, and sustaining immune activation within the tumor microenvironment. Collectively, these results support a model in which CTL, humoral, and innate immune responses act in a complementary and potentially synergistic manner to drive therapeutic outcomes.

The survival analyses demonstrate that immunization significantly impacts survival outcomes, as evidenced by the log-rank (Mantel–Cox) analysis showing robust differences among groups. Notably, all immunized groups exhibited a significant survival advantage compared with the non-immunized control, highlighting the overall efficacy of the immunization strategies. When comparing treatment modalities, the *f*-CNTs group showed a modest but statistically significant improvement over the PEP37 Adj group, suggesting a potential enhancement in antitumor efficacy associated with the nanomaterial-based platform. In contrast, no significant differences were observed between PEP37 Adj and *f*-CNTs Adj, nor between *f*-CNTs alone and *f*-CNTs Adj, indicating that the addition of adjuvant may not further improve survival outcomes in the context of the *f*-CNT formulation.

Together, these results suggest that while both immunization approaches confer protective effects, *f*-CNTs may intrinsically promote a more effective antitumor response, potentially through enhanced antigen delivery and immune activation. The lack of additive benefit from the adjuvant in the *f*-CNTs group further supports the notion that the nanomaterial itself may possess inherent immunostimulatory properties, consistent with its observed impact on immune cell activation and tumor-associated immune modulation.

Preliminary safety observations are particularly relevant considering concerns regarding FUT4-associated glycosylation in healthy tissues (**Supplementary Figure 3**). FUT4 is involved in the synthesis of fucosylated glycans, including Lewis antigens, which are not exclusively tumor-specific and can also be expressed at basal levels in normal epithelial and hematopoietic cells. This raises the possibility of off-target effects when targeting FUT4-related epitopes, particularly in tissues where fucosylation contributes to physiological processes such as cell adhesion, leukocyte trafficking, and immune homeostasis.

Importantly, our data did not reveal overt signs of toxicity or tissue damage under the evaluated conditions, suggesting that the targeting strategy may preferentially affect tumor-associated contexts where FUT4 expression or glycosylation patterns are dysregulated. However, the assessment of FUT4 expression in healthy tissues presents several limitations. Basal expression levels may be low and highly context-dependent, varying across tissue types and physiological states, which complicates direct comparisons. Collectively, these results provide preclinical proof-of-concept that CNT-based delivery of tumor-associated epitopes can reshape the tumor microenvironment and enhance antitumor immunity. Nevertheless, important limitations should be acknowledged, including small group sizes, reliance on surrogate tumor burden measures, and the exploratory nature of pooled RNA-seq analysis. Future studies incorporating larger cohorts, direct tumor implant quantification, and antigen-specific T-cell assays will be needed to further validate these findings and define the therapeutic potential of this platform. Finally, long-term immune memory, antigen spreading, and lesion-level mechanistic analyses remain important areas for future investigation and are now acknowledged as key directions to further define the durability and mechanisms of the antitumor response.

## 5 Conclusions

This study provides preclinical evidence that FUT4-derived peptides bioconjugated to carbon nanotubes can modulate the immune microenvironment in an ovarian cancer mouse model. FUT4 was found to be overexpressed in the tumor microenvironment of ID8DVLuc tumors, supporting its relevance as a source of tumor-associated epitopes.

Immunization with *f-*CNTs was associated with delayed disease manifestations, reduced ascitic fluid accumulation, and improved overall survival, together with immune remodeling characterized by M1 macrophage polarization, enhanced cytotoxic CD8^+^ T-cell activity, and transcriptional signatures consistent with Th1- and Th9-associated responses. Transcriptomic analyses, supported by immunophenotyping and functional assays, suggest the activation of antigen-processing and MHC class I–associated pathways following *f*-CNT immunization.

Although additional studies are needed to confirm antigen specificity and further define the underlying mechanism, these findings support the potential of carbon nanotube–based platforms as immunomodulatory carriers capable of enhancing peptide-driven antitumor immune responses in aggressive ovarian cancer models.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE299284.

# Supplementary material for: Fucosyltransferase 4-derived peptide bioconjugates on carbon nanotubes enhance antitumor immunity in an ovarian cancer mouse model
**Source:** Front Immunol. 2026 May 19;17:1821727. doi: 10.3389/fimmu.2026.1821727
**Supplement:** Supplementary file 1

**Supplementary material.**

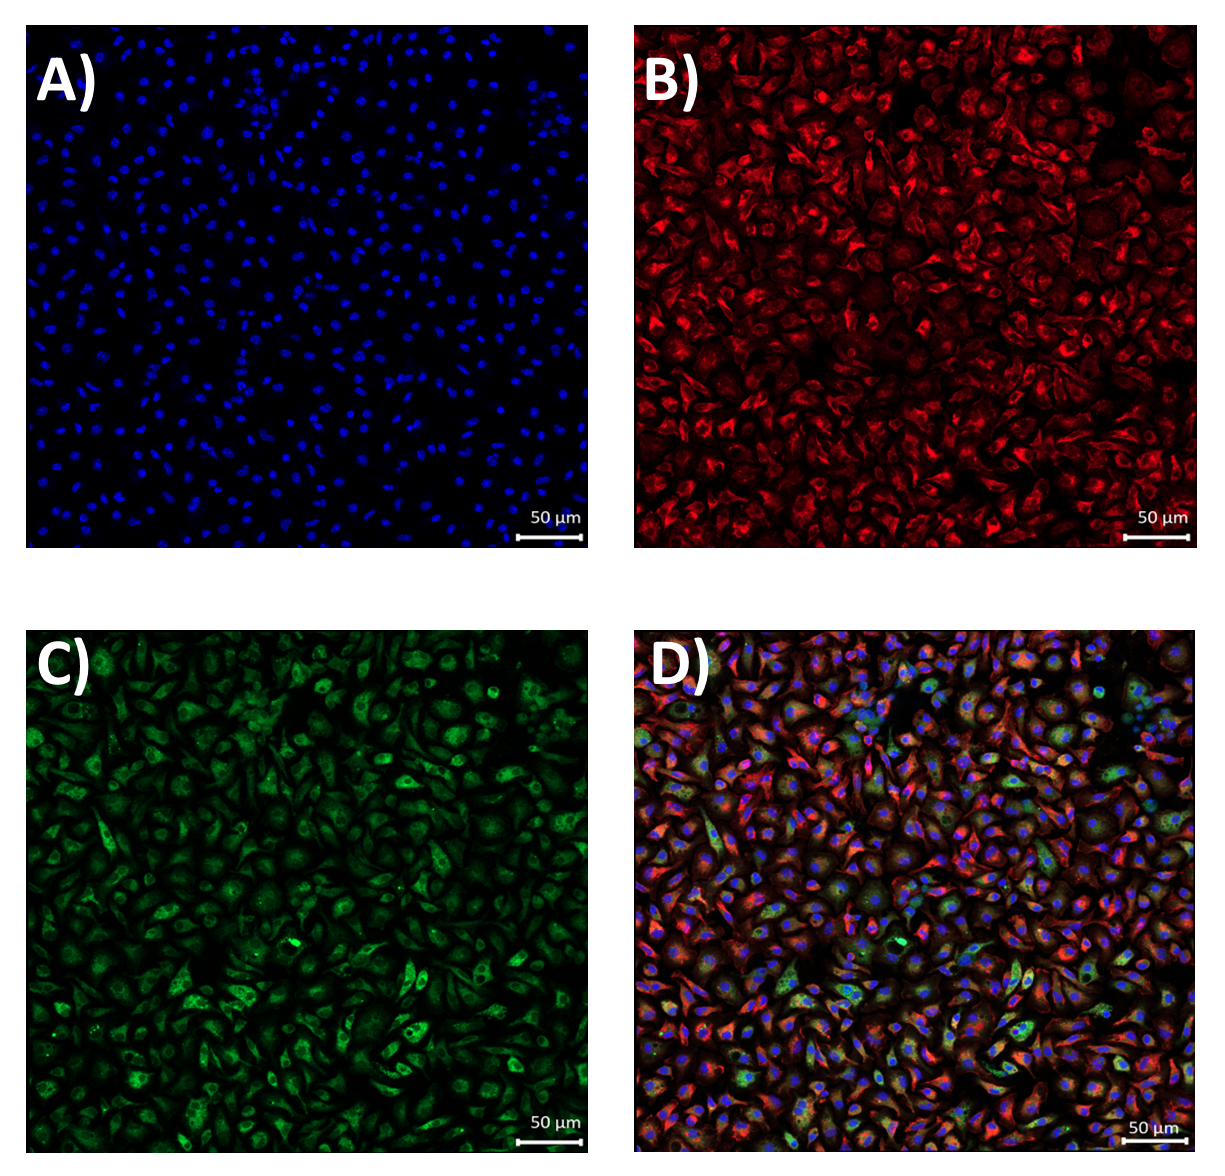

**Supplementary Figure 1.** Tiles scan 10X. ID8DVLuc cells identified in ascites by GFP expression. **A)** Blue, nuclei. **B)** Red, FUT4-AF647; **C)** Green, ID8DVLuc-GFP. **D)** Merge. All the cells displayed were both GFP- and FUT4-positive.

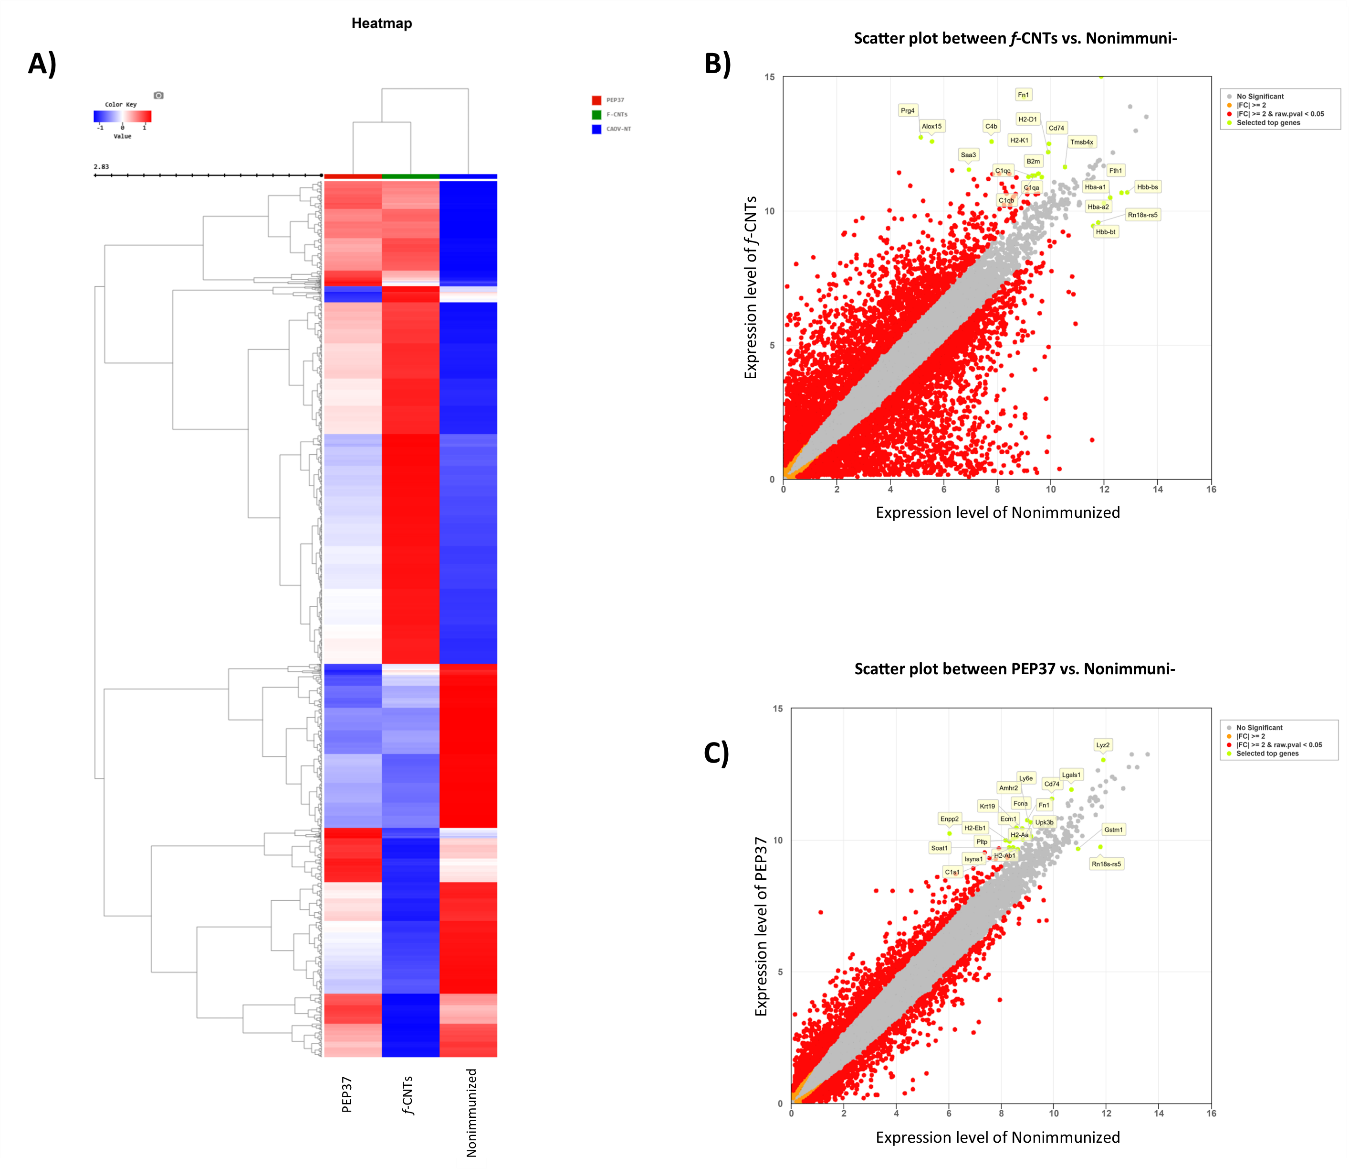

**Supplementary Figure 2. Genes differentially expressed between immunized and nonimmunized mice.** The nonimmunized profile was compared to that of PEP37 or *f-CNT*. **A)** Differential expression profile of the three groups, **B)** Scatter plot of DEGs in PEP37, and **C)** in *f-CNTs*.

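The genes marked in this supplementary figure are among the most abundant listed transcripts, and they include genes of macrophages, complement, red blood cells and tumor or mesothelial cells. *Saa3*, an acute-phase protein that peritoneal macrophages express, had 381 TPM in the nonimmunized, 1386 in the PEP37 Adj and 8089 in the *f-*CNTs library, log2 folds of 1.86 (1.80 to 1.93) and 4.41 (4.35 to 4.47). *Fth1*, the ferritin heavy chain, had −0.77 (−0.79 to −0.76) and −2.16 (−2.18 to −2.14). *Lgals1*, which encodes galectin-1, had 3677, 8207 and 247 TPM, higher with 1.16 (1.14 to 1.18) in PEP37 Adj and lower with −3.90 (−3.96 to −3.83) in *f-*CNTs. Of the 36 marked genes, all of them in the table, 19 were higher and 15 lower in *f-*CNTs and 19 higher and 2 lower in PEP37 Adj. The authors marked these genes in the same libraries, so their direction is not independent evidence.

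Complement genes stood in both directions. *C4b* was higher with 1.41 (1.36 to 1.45) in PEP37 Adj and 4.62 (4.57 to 4.66) in *f-*CNTs, the *C1qc* chain of macrophages had 0.66 (0.63 to 0.69) and 1.82 (1.79 to 1.84), turning to −0.05 and −0.73 under pan-leukocyte scaling, and *C1s1*, which stromal cells express, had 0.94 (0.90 to 0.98) and −9.25 (−10.31 to −8.37). In the complement list 7 of 12 were higher and 5 lower in *f-*CNTs, with a median of 1.56 (percentile 86.4) that turns to −0.98, and 3 higher and 0 lower in PEP37 Adj, with 0.76 (percentile 98.6), or 0.05 after scaling. Red blood cell genes were lower in *f-*CNTs. The beta-globin *Hbb-bs*, whose reads *Hbb-bt* can share, had 20999.5, 18629 and 4076 TPM, folds of −0.17 (−0.18 to −0.16) and −2.36 (−2.38 to −2.35). In the erythroid list, 66.7% of it in the table, 8 of 8 were lower in *f-*CNTs and 1 in PEP37 Adj, with medians of −2.35 (percentile 1.04) and −0.04 (percentile 20.6).

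At an absolute fold of at least 2 and a raw p under 0.05, the authors' deposited table holds 2596 higher and 2918 lower genes for *f-*CNTs and 1253 higher and 867 lower genes for PEP37 Adj. The plot titles name panel B as *f-*CNTs and panel C as PEP37, the reverse of the legend.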

**
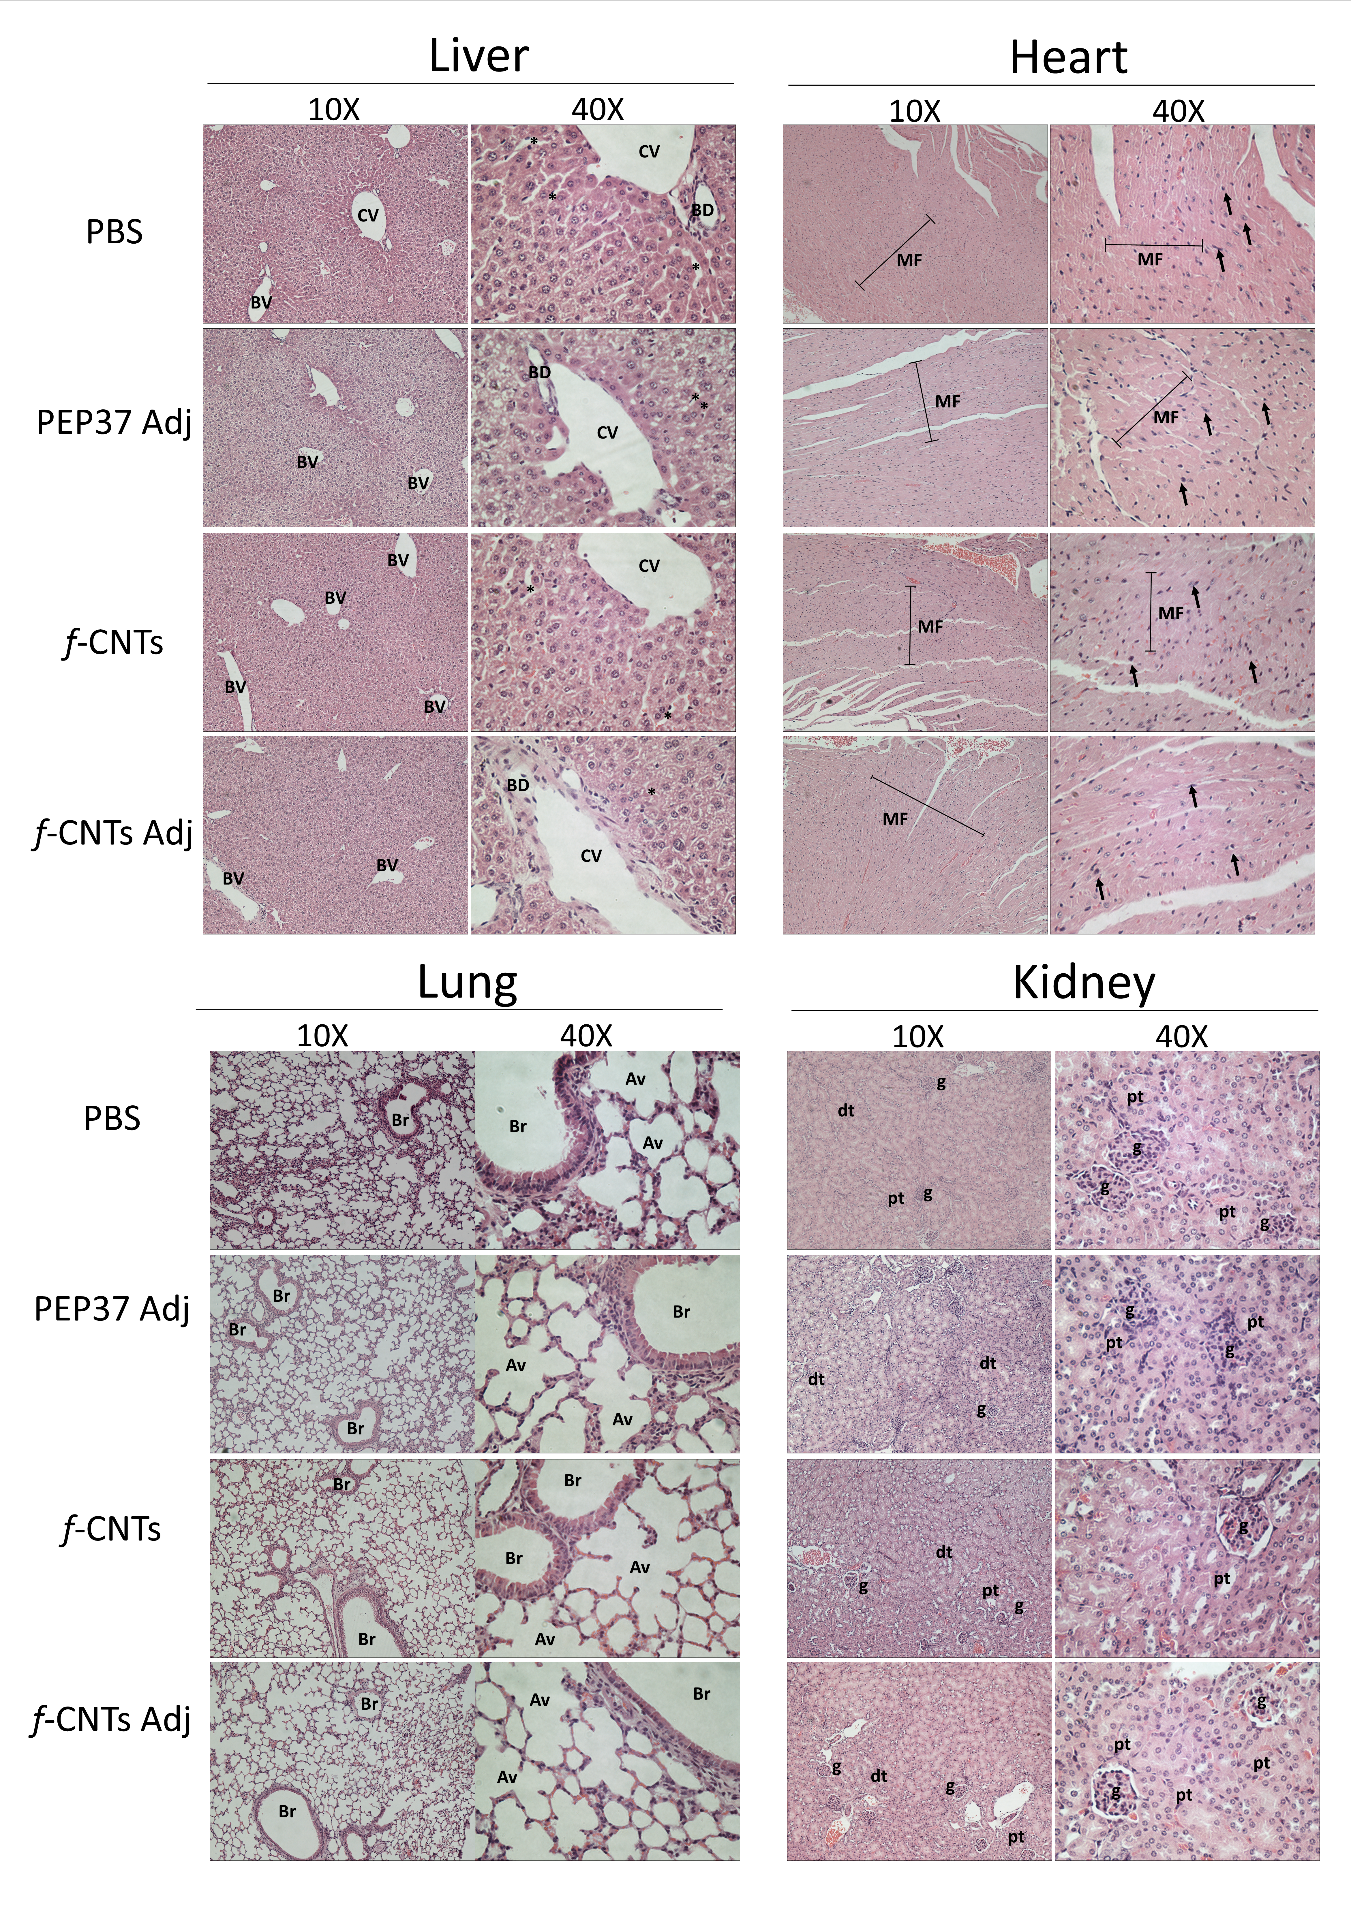
Supplementary Figure 3. Histopathological safety assessment of major organs following immunization.** Representative H&E-stained sections of liver, heart, lung, and kidney collected from mice treated with PBS, PEP37 Adj, *f*-CNTs, or *f*-CNTs adj. Low-magnification (10×) images show the overall tissue architecture, and the regions displayed at higher magnification (40×). No evident histopathological alterations, inflammatory infiltrates, necrotic areas, or structural abnormalities were observed in any organ across treatment groups, supporting the absence of overt systemic toxicity. CV, central vein; BV, blood vessel; BD, bile duct; MF, muscle fiber; arrows, nuclei; Br, bronchioles; Av, alveoli; g, glomeruli; dt, distal tubule; pt, proximal tubule

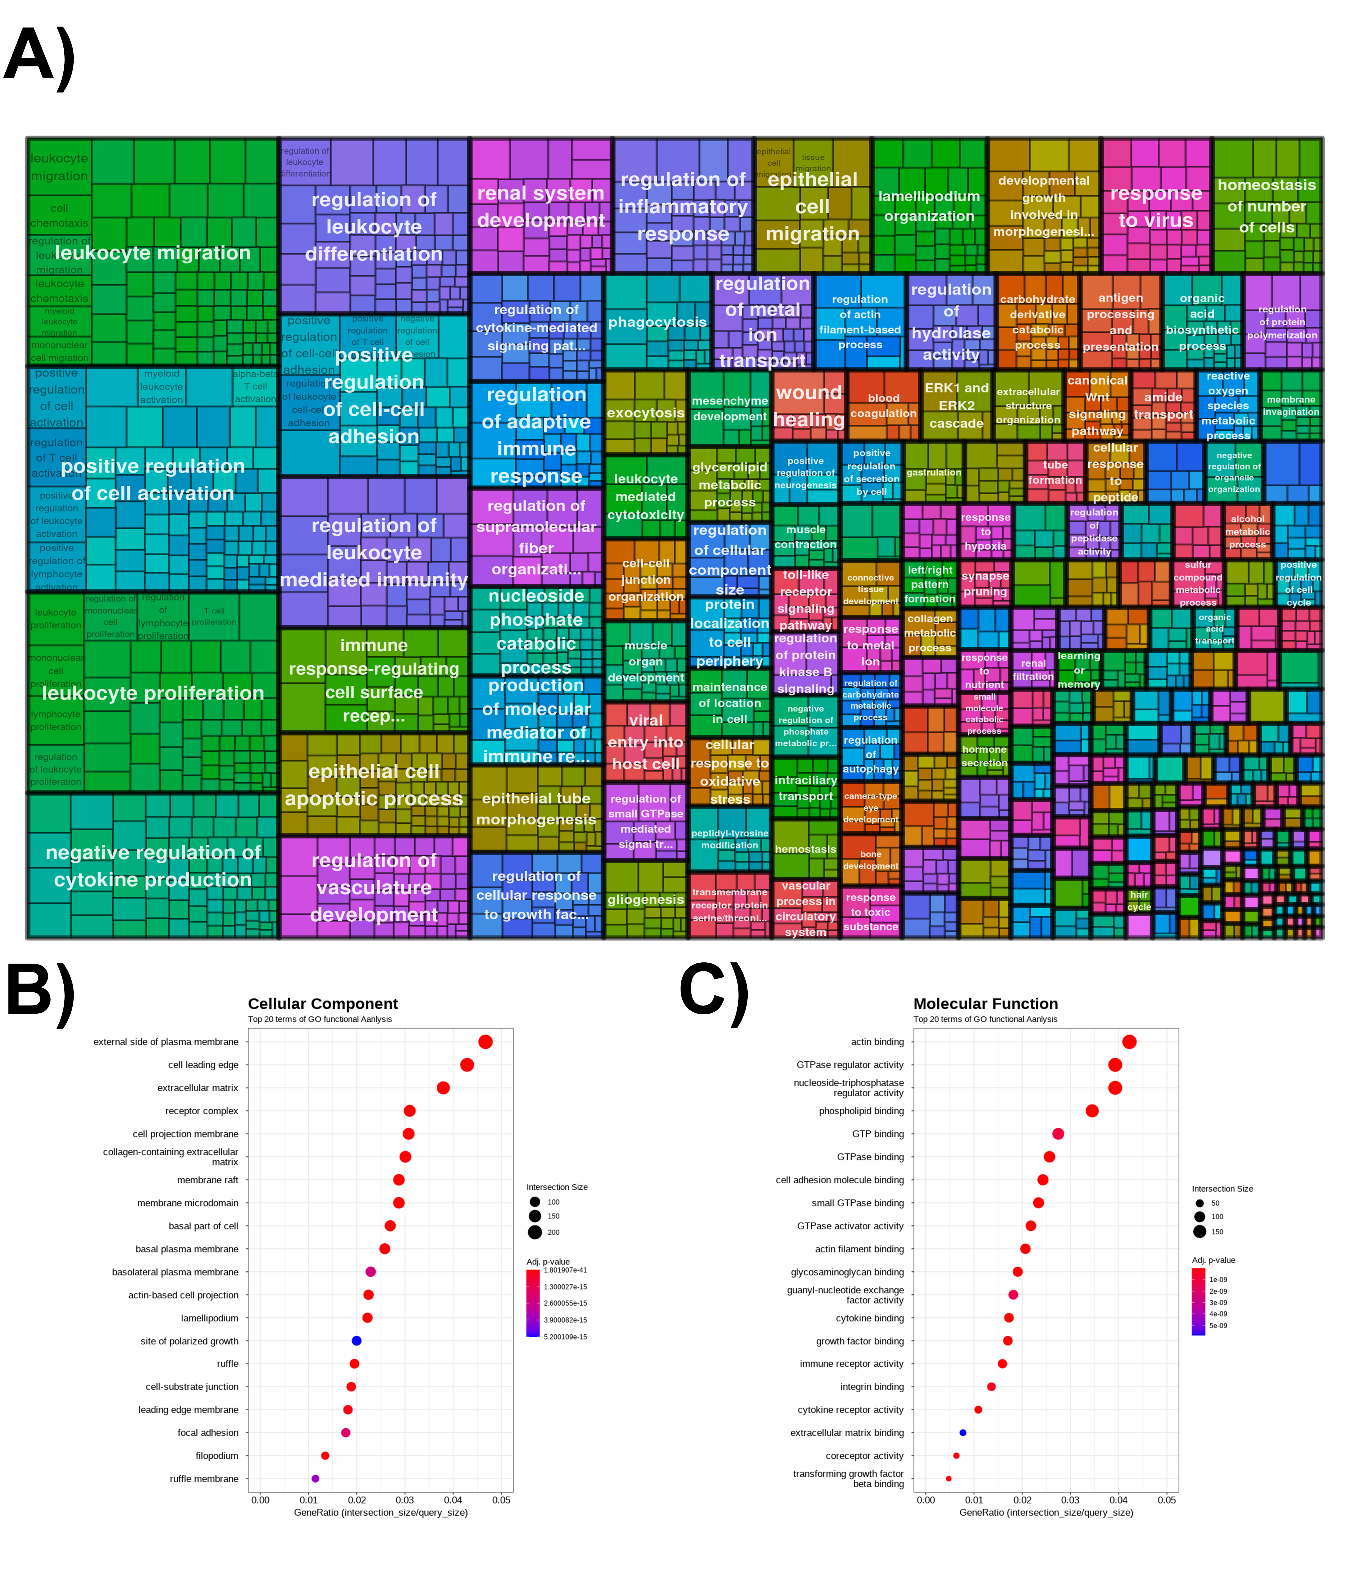

**Supplementary Figure 4. Gene ontology analysis of ascitic fluid cells from *f*-CNT-immunized mice.** **A)** Treemap plot. Treemaps are space-filling visualizations of hierarchical structures. The terms are grouped (colored) based on their parent, and the space used by the term is proportional to the score. **B)** Top 20 terms from the GO functional analysis of the CC category. **C)** Top 20 terms of GO functional analysis from the molecular function category.

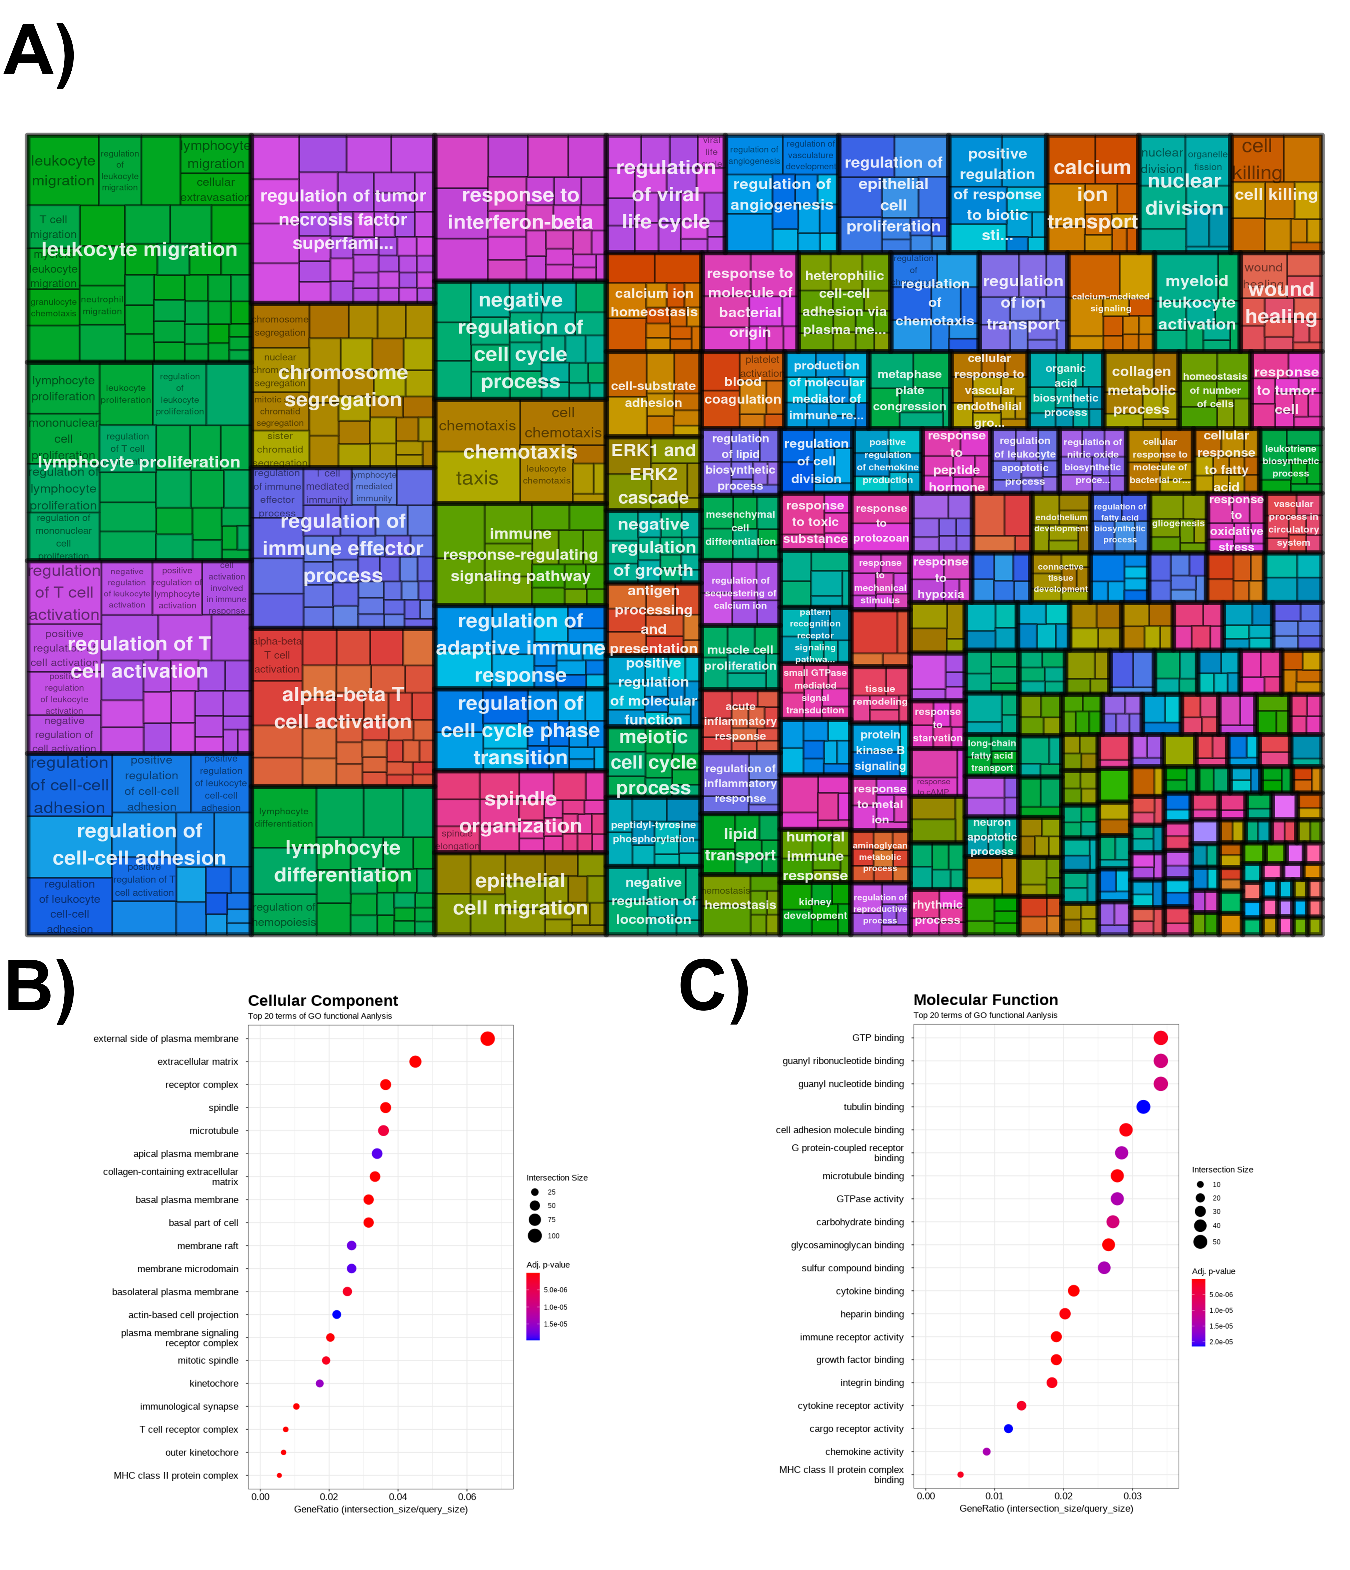

**Supplementary Figure 5. Gene ontology analysis of ascitic fluid cells from PEP37-immunized mice.** **A)** Treemap plot. Treemaps are space-filling visualizations of hierarchical structures. The terms are grouped (colored) based on their parent, and the space used by the term is proportional to the score. **B)** Top 20 terms from the GO functional analysis of the CC category. **C)** Top 20 terms of GO functional analysis from the molecular function category.

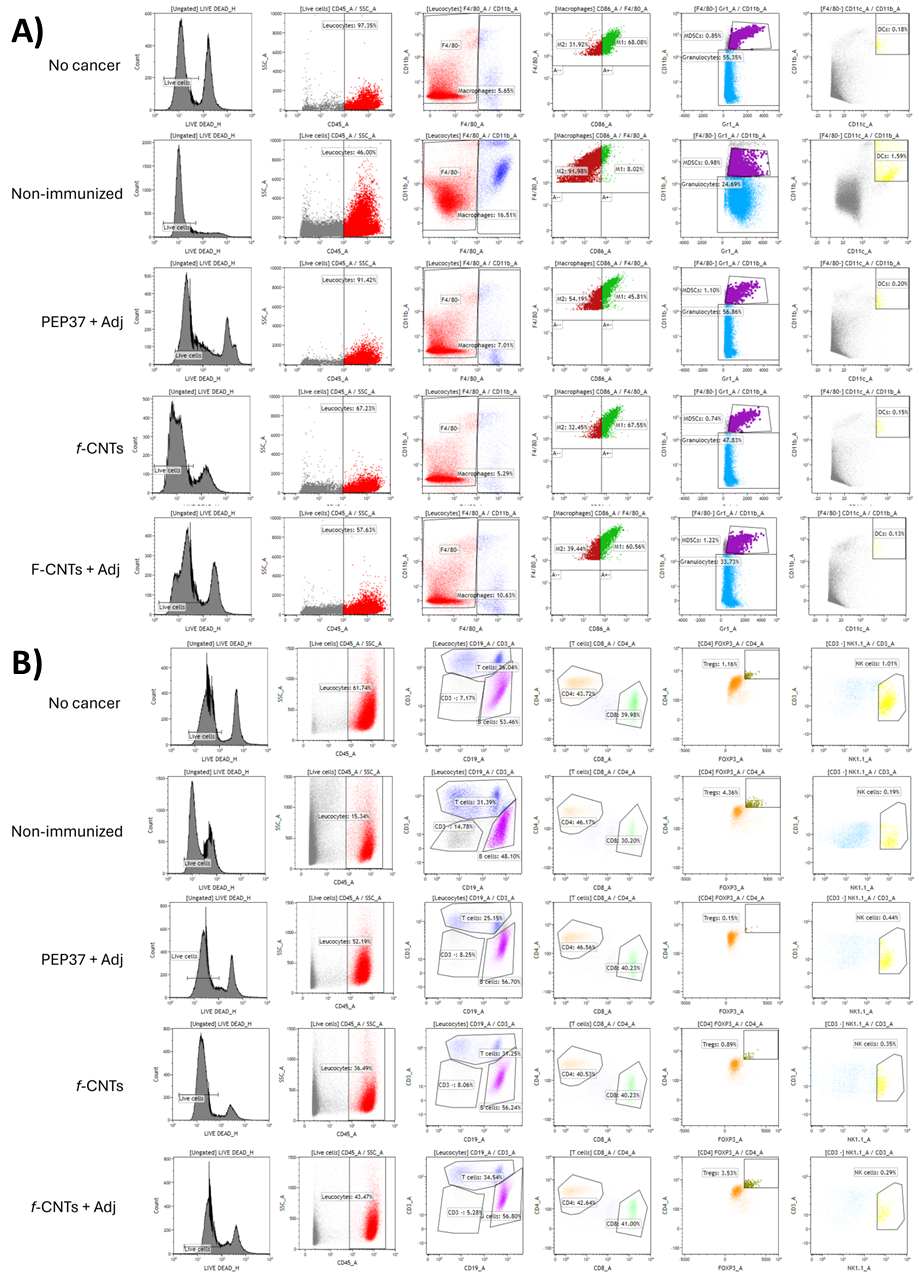

**Supplementary Figure 6. Representative flow cytometry gating strategy for myeloid and lymphoid populations across experimental groups. (A)** Myeloid compartment. Representative gating strategy used to identify myeloid cell populations. Briefly, live cells were first selected using a viability dye, followed by gating on CD45⁺ leukocytes. Within this population, macrophages were defined as CD11b⁺F4/80⁺ cells. Macrophage polarization was assessed based on CD86 expression. Granulocytes and myeloid-derived suppressor cells (MDSCs) were identified within the CD11b⁺ compartment using Gr-1 expression. Dendritic cells (DCs) were defined as CD11c⁺ cells within the CD11b⁺ fraction. (B) Lymphoid compartment. Representative gating strategy for lymphoid populations. After exclusion of dead cells and selection of CD45⁺ leukocytes, T and B cells were identified based on CD3 and CD19 expression, respectively. T cells were further subdivided into CD4⁺ and CD8⁺ subsets. Regulatory T cells (Tregs) were defined as CD4⁺FOXP3⁺ cells. Natural killer (NK) cells were identified as CD3⁻NK1.1⁺ cells. Representative plots from each experimental group (No cancer, Non-immunized, PEP37 Adj, *f*-CNTs, and *f*-CNTs Adj) are shown.

**Supplementary Table 1.** Flow cytometry antibodies used for immune profiling and functional analyses

| Biomarker / Cell population detected | Antibody (fluorophore) | Clone | Supplier | Catalog number |
| --- | --- | --- | --- | --- |
| Total leukocytes | CD45-APC | 30-F11 | BioLegend | 103112 |
| Total T cells | CD3-V500 | 500AZ | BD Biosciences | 560771 |
| Cytotoxic T cells (CD8⁺) | CD8b-PE/Dazzle 594 | YTS156.7.7 | BioLegend | 126621 |
| Helper T cells (CD4⁺) | CD4-APC-Cy7 | GK1.5 | BD Biosciences | 552051 |
| B cells | CD19-PE | eBio1D3 | eBioscience | 12-0193-82 |
| NK cells | NK1.1-BB700 | PK136 | BD Biosciences | 566502 |
| Regulatory T cells (Tregs) | FOXP3-AF700 | MF-14 | BioLegend | 126421 |
| Macrophages | F4/80-PE | BM8 | BioLegend | 120309 |
| Neutrophils / granulocytic cells | Ly6G (Gr-1)-AF700 | RB6-8C5 | BioLegend | 108421 |
| Myeloid cells / macrophage gating | CD11b-PE-Cy7 | M1/70 | BioLegend | 101215 |
| M1-like macrophage activation | CD86-FITC | GL1 | eBioscience | 11086282 |
| Dendritic cells | CD11c-PE-Cy5 | N418 | eBioscience | 15011481 |
| CD8⁺ T-cell effector function (IFNγ) | IFNγ-BV650 | XMG1.2 | BD Biosciences | 563854 |
| CD8⁺ T-cell effector function (TNF) | TNF-V450 | MP6-XT22 | BD Biosciences | 560655 |
| Cytotoxic granule marker | Granzyme B-PE | QA16A02 | BioLegend | 372208 |

**Abbreviations:** IFNγ, interferon gamma; TNF, tumor necrosis factor alpha.

**Supplementary Table 2**. Comparative analysis of CD4⁺ and CD8⁺ T-cell frequencies and CD4/CD8 ratio in systemic (spleen) and tumor-associated (ascitic fluid) compartments.

| Group | Total, CD3+, CD4+ cells (%) | Total, CD3+, CD8+ cells (%) | CD4/CD8 Ratio |
| --- | --- | --- | --- |
| Spleen | | | |
| No cancer | 45.0 | 30.7 | 1.46 |
| Non immunized | 41.1 | 29.1 | 1.41 |
| PEP37 Adj | 46.5 | 33.0 | 1.40 |
| *f*-CNTs | 42.6 | 34.4 | 1.23 |
| *f*-CNTs Adj | 40.0 | 33.2 | 1.20 |
| Ascitic fluid | | | |
| No cancer | 58.7 | 13.1 | 4.45 |
| Non immunized | 26.0 | 25.9 | 1.00 |
| PEP37 Adj | 30.9 | 32.5 | 0.95 |
| *f*-CNTs | 22.2 | 28.4 | 0.78 |
| *f*-CNTs Adj | 47.9 | 12.5 | 3.82 |

How the deposited data were processed for this re-analysis (not part of the article)

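The data are 3 pooled RNA-seq libraries of ascites cells, 1 each from nonimmunized mice, mice immunized with *f-*CNTs and mice immunized with PEP37, 6 weeks after inoculation, with the RNA of 4 mice in each library. Groups follow the sample labels. As the authors describe it, stranded mRNA libraries were read as pairs of 151 bases, and a sequencing provider did the whole analysis. The submitters' processing notes name HISAT2, StringTie and the mm10 build without versions.

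The authors deposited 1 table of 6117 genes with several kinds of values, kept where the absolute fold was at least 2 with a raw p under 0.05 in one of 2 comparisons with the nonimmunized library. The read counts deposited by the authors are whole numbers of reads per gene with no normalization. TPM was computed by the authors over all genes, so the TPM of the listed genes sum to less than the whole. FPKM was also computed by the authors and deposited, and was not used here. The log2 values of the authors were made as log2 of CPM + 1 with 1 effective library size per library, which was recovered from them. The fold score of the authors is signed, with the ratio where a gene is higher and minus the inverse ratio where it is lower. The p-values of the authors, raw and adjusted, come from a test of 1 library against 1 library that is not named, and the adjusted p-values of GO terms come from a single query over the genes selected in either comparison. A further deposited sheet that repeats GO terms per gene was not used.

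From these values the log2 ratio of TPM + 0.1 was computed for 3 comparisons: each immunized library against the nonimmunized library, and *f-*CNTs against PEP37 Adj. Genes with at least 10 counts in one of the 2 libraries were used, and a gene was called higher or lower at 2-fold or more. Intervals are exact conditional binomial 95% intervals of the count ratio, placed around the TPM fold. No test between conditions was made, since each has 1 library. Of the 35 gene lists, 32 hold marker or pathway genes and 3 hold the genes that the study names in Table 1, in its text and in Supplementary Figure 2. The median fold of each list was ranked among 10000 random lists drawn from the table within 20 bins of expression. In the Table 1 list 9 of 18 genes were higher and 9 lower in *f-*CNTs and 6 higher and 5 lower in PEP37 Adj. In the list from the text these were 16 and 0 of 16, and 6 and 0 of 14. Lists with less than 80% of their members in the table are given as incomplete. For 19 GO terms of the study, the selected genes were counted by direction.

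Genes named in the text are those the study names, the 10 with the largest fold in each direction of each comparison among genes with at least 100 counts in one library, and members of each list among its 6 with the highest TPM in any library. The rule set beforehand was to take 2 to 6 per list in that order, and the text passes over some of the 6. The values in the paper's tables had been seen when this rule was set. A gene outside it is said to be chosen after its values were seen. Positions come from the NCBI annotation of GRCm38.p6, matched by gene ID.

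Alternatives were CPM of the listed counts, TMM, DESeq2 size factors, scaling to equal pan-leukocyte genes, a pseudocount of 1 or 0.01, no count minimum or one of 100, and a 4-fold threshold. The effective library sizes of the authors, a limit to protein-coding genes and a filter on the adjusted p-values of the authors were added after seeing the data. The listed genes had a median of 218 counts in the nonimmunized, 246 in the PEP37 Adj and 133 in the *f-*CNTs library, and 177, 133 and 247 of them had 1 to 3 counts, where ratios are imprecise. In 4568 genes with at least 100 counts in one library, the TPM fold and the count fold differed by more than 1 log2 unit in 47 genes for *f-*CNTs and 22 for PEP37 Adj.

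The method was tested on simulated data for *f-*CNTs against the nonimmunized library. Folds were planted only in genes with ample expected counts in every library, so the recovery does not cover genes with few counts. Genes planted at 4-fold and 8-fold were recovered at 2-fold or more in 100% of cases with counting error or a biological CV of 0.1. With a CV of 0.4 the shares were 85.3% and 100% for higher and 84.8% and 97.0% for lower genes. Genes planted at 2-fold, on the threshold itself, reached it with counting error in 61.8% of higher and 36.4% of lower genes. With a CV of 0.1, 0.86% of 5803 unchanged genes reached 2-fold. A planted list of 15 genes at 4-fold reached percentile 100 over 6003 genes, 6% of 200 unchanged lists fell outside the central 95% of percentiles, and 95.8% of 2000 intervals held the true ratio. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 and R 4.3.3 with edgeR 4.0.16 (TMM) and DESeq2 1.42.0 (size factors) were used.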

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

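The tests on B-cell and large peritoneal macrophage genes, and the test across scalings, were chosen after the results had been seen, and the other tests were planned after the values of Table 1 and Supplementary Figure 2 had been seen.

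Several gene lists that the paper's sequencing section does not discuss stood out because their medians lie beyond those of nearly all random lists. In *f-*CNTs, 14 of 18 genes of large peritoneal macrophages were higher and 2 lower, with a median log2 fold of 4.51 (percentile 100), among them the adhesive glycoprotein *Fn1* with 5.07 (5.05 to 5.10) and the secreted proteoglycan *Prg4* with 7.52 (7.41 to 7.63). In PEP37 Adj these were 11 and 1, with a median of 1.26 (percentile 100). The study names 5 of the 18 genes of this list, *Fn1* and *Prg4* among them, and their values had been seen beforehand. All 15 B-cell genes were higher in *f-*CNTs, with a median of 5.02 (percentile 100), and 12 were higher and 0 lower in PEP37 Adj, with 1.73 (percentile 100). *Ighm*, the heavy chain of immunoglobulin M, had folds of 5.02 (4.95 to 5.10) and 1.68 (1.60 to 1.76), and *Cd79a*, a chain of the B-cell receptor, 5.45 (5.30 to 5.61) and 2.01 (1.84 to 2.18). Mast cell, basophil and eosinophil genes, 78.6% of them in the authors' selected table, were mostly higher in both, 10 higher and 1 lower of 11 in *f-*CNTs, with a median of 3.52 (percentile 99.97), and 9 and 0 in PEP37 Adj, with 3.24 (percentile 100). The chymase *Cma1* had 4.48 (4.31 to 4.66) and 4.22 (4.04 to 4.40), and the receptor *Kit* −1.94 (−2.08 to −1.80) and −0.40 (−0.49 to −0.31). Cell cycle genes, 60.9% of them in the table, were mostly higher in PEP37 Adj, 12 of 14 with 0 lower and a median of 1.28 (percentile 99.99). The most abundant, the replication helicase gene *Mcm7*, had −0.67 (−0.77 to −0.57), or −1.48 (−1.61 to −1.35) in *f-*CNTs, and the next, the survivin gene *Birc5* and cyclin B2 *Ccnb2*, had 1.49 (1.23 to 1.75) and 1.40 (1.14 to 1.67). In *f-*CNTs 2 were higher and 1 lower, with a median of −0.09 (percentile 64.3), which turns to 0.65 with DESeq2 size factors. Scaling to the pan-leukocyte genes, with medians of 2.70 and 0.65, keeps the sign of the medians given here for macrophages, B cells and mast cells.

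Directions also differed between the immunized libraries: 30 genes were higher in *f-*CNTs and lower in PEP37 Adj, and 133 were lower in *f-*CNTs and higher in PEP37 Adj. This difference was not tested, since each condition has 1 library.

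T-cell and cytotoxicity genes were higher in *f-*CNTs, and a lower share of tumor cells could raise the genes of all leukocytes alike. After scaling to equal pan-leukocyte genes, the T cell median was −0.0650, which is consistent with that explanation for T cells. The B cell median of 2.48 and the large peritoneal macrophage median of 1.96 after the same scaling argue against it as the whole cause for those cells. In PEP37 Adj, where the tumor and mesothelium median was 0.49, the T cell median stayed at 0.65 after that scaling. The paper's flow cytometry, a different measure gated on CD45-positive leukocytes, found more T lymphocytes in ascites of all immunized groups. Read as a share of leukocytes, such a rise would not come from fewer tumor cells alone. It goes against that explanation as the whole cause for T cells. The flow cytometry also found more CD8 T cells there with PEP37 Adj and *f-*CNTs, and more B lymphocytes only with *f-*CNTs. Of these lists, 2 of 20 T-cell genes are also in another list and the study names 4, and for B cells these numbers are 0 and 1 of 15, and for large peritoneal macrophages 3 and 5 of 18. Nothing here separates immunization from differences among the mice sampled, and more pools per condition with cell counts of the same fluid would.

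M1 genes were mostly higher in *f-*CNTs and a part of the M2 genes lower, and a lower share of macrophages could lower M2 genes. The macrophage (all) median of 1.95 argues against it, with 9 genes higher and 3 lower, although scaling to the pan-leukocyte genes gives −0.59, a lower level relative to other leukocytes. Of the M1 list 5 of 19 genes are also in another list and the study names 4, of the M2 list 6 and 4 of 20, and of the macrophage (all) list 1 and 1 of 15. The M1 genes *Cd40*, *Cd80* and *Cd86* are also expressed by B cells, whose list median is 5.02, or 2.48 after scaling. The paper's flow cytometry, a different measure, read CD86 on cells gated as macrophages. In ascites of the immunized groups it reports macrophages moving from M2 to M1, more evidently with *f-*CNTs plus adjuvant, a group without a library here. That bears on the state of the macrophages, but it does not tell which cells the transcripts come from. The same flow cytometry found more B lymphocytes in ascites only with *f-*CNTs. For the transcripts, more B cells, a different state of the macrophages and a different mix of macrophage types remain open, and bulk libraries do not tell them apart.

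All 18 tumor and mesothelium genes in the authors' table were at least 2-fold lower in *f-*CNTs. Their median of −7.87 is consistent with few tumor or mesothelial cells in the pooled *f-*CNTs cells. The highest median over the scalings, −7.24, argues against an effect of scaling. No gene of this list is in another list, and the study names 5 of its 22. Whether immunization reduced tumor cells in the fluid or the sampled mice held few of them stays open. The labels and the paper's Methods section on RNA name ascitic fluid. Its section on immune characterization names ascitic fluid or peritoneal lavage, also for RNA isolation, so the way of sampling is not fully settled. Cells from lavage could hold fewer tumor cells and more resident macrophages, B cells and mast cells, which was not tested.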

How the results depend on the processing

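The authors' effective library sizes, protein-coding genes and adjusted p were chosen after seeing the data, and the direction counted for each list was set after its values were seen. Of the 249 gene folds and 60 list medians of at least 2-fold, none changed sign under CPM, TMM, DESeq2 size factors, the authors' library sizes, other pseudocounts or other count minimums, and 46 and 20 did so under pan-leukocyte scaling, where 19 of 24 numbers of genes also moved by more than 1.5 times. All 24 numbers of genes stayed within 1.5 times with CPM, TMM, a pseudocount of 0.01 and no count minimum, and so did all 6 that were counted with protein-coding genes only. No paired analysis was possible because each condition has 1 library, and all labels end in the same number. With 1 library per condition, no library could be left out and no other split of the samples could be made. Depth limits the genes with few counts, whose intervals are wide.

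Pan-leukocyte scaling subtracts the fold of the pan-leukocyte genes by construction, and turns these gene folds in *f-*CNTs: *Alox5ap* −0.50, *B2m* −0.89, *Batf* −0.14, *C1qc* −0.73, *Ccl5* −0.71, *Ccl9* −1.37, *Ccr2* −1.21, *Cd74* −0.15, *Cd8a* −1.18, *Cd8b1* −1.29, *Csf3r* −0.32, *Ctss* −1.51, *Cxcr3* −0.40, *Fscn1* −0.91, *Fut4* −0.79, *Fxyd2* −0.36, *H2-Aa* −0.41, *H2-Ab1* −0.44, *H2-D1* −0.45, *H2-Eb1* −0.36, *H2-K1* −0.64, *H2-T23* −0.87, *Ifi30* −1.33, *Ifitm3* −0.44, *Il12a* −0.0334, *Il2rb* −0.71, *Il4* −0.92, *Irf8* −1.48, *Klrb1c* −0.53, *Klrc1* −0.61, *Klrd1* −1.33, *Laptm5* −0.20, *Lat* −1.19, *Psmb8* −0.59, *Runx3* −0.0430, *Trac* −0.26, *Trbc2* −0.0650, *Trex1* −1.12, *Trpm2* −1.07, *Vsir* −0.43, *Xcl1* −0.000340, and in *f-*CNTs against PEP37 Adj: *H2-D1* −0.45, *H2-K1* −0.70, *Il12a* −0.18, *Prf1* −0.18, *Xcl1* −0.51. It turns these list medians in *f-*CNTs: CD8 and cytotoxicity −0.0217, MHC class I presentation −0.64, MHC class II presentation −0.36, NK cell −0.33, T cell −0.0650, Th17 −0.24, complement −0.98, dendritic cell −0.89, endothelium −0.30, fucosyltransferases −1.18, interferon response −0.90, macrophage (all) −0.59, and in *f-*CNTs against PEP37 Adj: M1 macrophage −0.39, MHC class I presentation −0.76, NK cell −0.28, T cell −0.73, Treg −0.0985, eicosanoid synthesis −0.37, macrophage (all) −0.60, pan-leukocyte −0.0382. Under it, the numbers of higher genes are in *f-*CNTs 1 (CD8 and cytotoxicity), 0 (MHC class I presentation), 2 (MHC class II presentation), 3 (T cell), 0 (Th1), 401 (all genes), in PEP37 Adj 5 (CD8 and cytotoxicity), 2 (MHC class I presentation), 1 (MHC class II presentation), 5 (T cell), 2 (Th1), 393 (all genes), 0 (tumor and mesothelium), in *f-*CNTs against PEP37 Adj 304 (all genes) and in both immunized libraries 186. Those of lower genes are in *f-*CNTs 14 (M2 macrophage), in PEP37 Adj 1958 (all genes), in *f-*CNTs against PEP37 Adj 3624 (all genes) and in both immunized libraries 1884. With DESeq2 size factors, the numbers of higher genes are in PEP37 Adj 7 (tumor and mesothelium) and in both immunized libraries 1150. Those of lower genes are in *f-*CNTs 1971 (all genes) and in both immunized libraries 353. At a pseudocount of 1, which shrinks folds at low TPM, the numbers of higher genes are in PEP37 Adj 6 (CD8 and cytotoxicity), 663 (all genes) and in both immunized libraries 416. Those of lower genes are in PEP37 Adj 520 (all genes) and in both immunized libraries 379. At a minimum of 100 counts, which leaves fewer genes, the numbers of higher genes are in *f-*CNTs 7 (CD8 and cytotoxicity), 4 (Th1), in PEP37 Adj 2 (CD8 and cytotoxicity), 8 (T cell), 2 (Th1), 657 (all genes) and in both immunized libraries 379. Those of lower genes are in PEP37 Adj 524 (all genes) and in both immunized libraries 403. At the stricter 4-fold threshold, the numbers of higher genes are in *f-*CNTs 10 (CD8 and cytotoxicity), 6 (MHC class I presentation), 1215 (all genes), in PEP37 Adj 3 (CD8 and cytotoxicity), 1 (MHC class I presentation), 0 (MHC class II presentation), 5 (T cell), 1 (Th1), 256 (all genes), 0 (tumor and mesothelium), in *f-*CNTs against PEP37 Adj 781 (all genes) and in both immunized libraries 189. Those of lower genes are in *f-*CNTs 1549 (all genes), in PEP37 Adj 2 (M2 macrophage), 188 (all genes), 3 (neutrophil), in *f-*CNTs against PEP37 Adj 1329 (all genes) and in both immunized libraries 104. With the authors' effective library sizes, the numbers of higher genes are in PEP37 Adj 5 (tumor and mesothelium). For the DESeq2 size factors and the authors' library sizes the cause was not tested.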

Differences from the paper's values

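With the main setting, no value set for comparison before the data were examined differs from the paper's by more than 1.5 times. All 54 TPM values of the 18 Table 1 genes found in the deposited table lie within 0.001 TPM of the paper's, and 4 of its 22 genes are not there. For genes that differ from the nonimmunized library, the paper gives 2538 higher and 2849 lower in *f-*CNTs, 1149 and 750 in PEP37 Adj, and 741 and 493 in both. With a 2-fold ratio of TPM and no p threshold the numbers are 2284 and 2963, 1086 and 924, and 714 and 654. Under some other settings, numbers differ from the paper's by more than 1.5 times. With CPM, 792 genes were lower in both, and with DESeq2 size factors 1150 were higher in both. With pan-leukocyte scaling, 401 were higher in *f-*CNTs. The larger pseudocount, the higher count minimum and the stricter fold threshold also gave such differences. TMM, the smaller pseudocount and no count minimum gave none. A filter at 2-fold and an adjusted p under 0.05 in the authors' deposited table gives the paper's 6 numbers exactly. It was found after seeing the values, and the paper lists no genes for them, so none can be said to be dropped.

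The paper's text says that *Cd161* was lower in *f-*CNTs. *Klrb1c*, which encodes CD161, was higher, with 0.366 TPM in the nonimmunized and 1.31 in the *f-*CNTs library, while *Cd163*, the gene in the paper's Table 1, was lower, with 29.2 and 6.71 TPM. Under pan-leukocyte scaling the log2 fold of *Klrb1c* turns from 1.59 to −0.53, and that of *Cd163* stays negative at −4.55. For Figure 4E the paper says that *Tbx21* was the same in both immunized groups, while for Figure 4G it describes it as raised in PEP37 Adj and high in *f-*CNTs. *Tbx21* had 2.04 TPM in *f-*CNTs and 1.00 in PEP37 Adj, a log2 fold of 0.96 (0.30 to 1.65) with 0.1 TPM added to both, which turns to −0.66 under pan-leukocyte scaling (pan-leukocyte median 1.80 between these libraries). The paper says that *Wt1*, *Bmp7* and *Foxj2* were low in immunized mice. *Foxj2* is not in the authors' selected table, and the paper's Table 1 gives it lower in both immunized groups than in the nonimmunized group. In PEP37 Adj *Wt1* had 279 TPM against 321 in the nonimmunized library and *Bmp7* 4.82 against 3.89, while in *f-*CNTs they had 0.119 and 0.404. The paper says that *Il10* was lower in PEP37 Adj too, to a lesser degree. There it had 3.02 TPM against 3.53, with an interval that includes 0, and in *f-*CNTs 0.510. The paper describes a mixed Th1 and Th2 profile with a Th17 subset in PEP37 Adj, from *Stat4*, *Gata3*, *Stat6*, *Stat3* and *Rorc*. Of these, *Stat6* and *Stat3* are not in the authors' selected table. The paper's Table 1 gives both slightly higher in PEP37 Adj than in the nonimmunized group. In *f-*CNTs it gives *Stat6* higher and *Stat3* lower. Compared with the nonimmunized library, *Gata3* of Th2 cells had 3.50 against 6.85 TPM and *Rorc* of Th17 cells 12.3 against 51.1, both lower but above the *f-*CNTs library with 2.68 and 0.572, while *Stat4* of Th1 cells was higher with 7.28 against 2.24. The paper says that unconjugated PEP37 Adj leads to tolerance and *f-*CNTs do not, which is a statement about an immune outcome that these counts do not measure. Of the genes that the authors selected for the GO term tolerance induction, 18 of 24 were higher and 1 lower in *f-*CNTs. In PEP37 Adj 7 of 23 were higher and 2 lower, and the authors' GO query joins both comparisons. The medians of 2.10 and 0.70 turn to −0.29 and −0.01 under pan-leukocyte scaling. In Supplementary Figure 2 the plot titles and the legend name the panels in opposite order, as do the text and the legend for Figure 4B.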

Other observations

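Monocyte and interferon genes were mostly higher in both immunized libraries, and dendritic cell genes mostly in *f-*CNTs. In the list for monocytes and small peritoneal macrophages 10 of 11 genes were higher and 1 lower in *f-*CNTs, with a median log2 fold of 3.09 (percentile 99.94), and 6 higher and 2 lower in PEP37 Adj, with 1.05 (percentile 99.665). *Plac8* had folds of 5.69 (5.43 to 5.97) and 2.20 (1.91 to 2.50), and *Chil3* was the lower gene in *f-*CNTs, with −1.10. For dendritic cells, with 68.8% of the list in the authors' selected table, these were 8 and 1 of 11, with 1.62 (percentile 97.6), and 3 and 1, with 0.84 (percentile 98.1). The actin-bundling gene *Fscn1* of mature dendritic cells had 1.62 (1.51 to 1.74) in *f-*CNTs and −1.31 (−1.50 to −1.12) in PEP37 Adj, and *Irf8*, a transcription factor of dendritic cells, 1.06 (0.95 to 1.16) and 0.37 (0.25 to 0.48). Interferon response genes numbered 14 higher and 4 lower of 23, with 1.54 (percentile 98.9), and 17 and 1 of 24, with 1.21 (percentile 100). The antiviral membrane protein *Ifitm3* had 2.11 (2.05 to 2.17) and 1.55 (1.49 to 1.61), the 2'-5' oligoadenylate synthetase-like *Oasl2* −2.94 (−3.08 to −2.80) and −0.05 (−0.12 to 0.02), and *Gbp3* 3.86 (3.64 to 4.08) and 2.18 (1.95 to 2.41). Scaling to the pan-leukocyte genes, whose medians are 2.70 and 0.65, turns dendritic cells to −0.89 and interferon genes to −0.90 in *f-*CNTs, along with *Fscn1* (−0.91), *Irf8* (−1.48 and, in PEP37 Adj, −0.34) and *Ifitm3* (−0.44). The monocyte median stays at 0.55.

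Genes of hypoxia and glycolysis, 72.0% of them in the table, were mostly lower in *f-*CNTs, 11 of 18 with 1 higher and a median of −1.47 (percentile 10.8). In PEP37 Adj 8 were lower and 0 higher, with −0.78 (percentile 0.0200). The glycolytic genes *Aldoa* and *Tpi1* had −1.44 (−1.47 to −1.40) and −2.05 (−2.11 to −1.99) in *f-*CNTs. Fibroblast and stroma genes, 73.3% in the table, were lower in *f-*CNTs, 9 of 11 with 1 higher and a median of −1.75 (percentile 4.92), and in PEP37 Adj 4 were higher and 1 lower, with 0.75 (percentile 93.7). The matrix genes *Sparc* and *Dcn* had −9.12 (−9.66 to −8.63) and −7.05 (−7.49 to −6.65) in *f-*CNTs, and the collagen gene *Col1a2*, chosen after its values were seen, 3.10 (2.72 to 3.49) in PEP37 Adj.

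Of immune checkpoint genes, 75.0% in the table, 4 of 9 were higher and 3 lower in *f-*CNTs, with a median of 0.91 (percentile 75.2) that turns to −1.63 under pan-leukocyte scaling, and 2 and 1 in PEP37 Adj, with 0.51 (percentile 82.8), turning to −0.04. *Lgals9*, which encodes galectin-9, had 0.91 (0.82 to 1.00) and 1.41 (1.33 to 1.50), and *Cd274*, which encodes PD-L1, 0.53 (0.38 to 0.68) and −1.91 (−2.15 to −1.67). Scaling turns *Lgals9* to −1.63 and *Cd274* to −1.99 in *f-*CNTs. Only 2 endothelium genes are in the table (20% of the list), *Pecam1* with 2.97 (2.74 to 3.21) and 0.54 (0.26 to 0.82) and *Kdr* with −0.35 (−2.10 to 1.25) and 1.29 (0.24 to 2.47). The median of 1.31 in *f-*CNTs turns to −0.30 when scaled, and *Pecam1* in PEP37 Adj to −0.16. Of the fucosyltransferases, 4 of 10 are in the table, with medians of 1.22 (percentile 81.9) and 0.61 (percentile 81.3) that turn to −1.18 and −0.06. *Fut4*, the gene of the peptide's source protein, had 0.758 TPM in the nonimmunized, 1.15 in the PEP37 Adj and 2.32 in the *f-*CNTs library, and *Fut8* had folds of 0.82 (0.68 to 0.97) and 0.69 (0.54 to 0.83), turning to −1.70 and −0.02 when scaled.

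*Foxp3*, the transcription factor of regulatory T cells, had 0.0534 TPM and 3 counts in the nonimmunized and 0.562 TPM and 23 counts in the *f-*CNTs library, a log2 fold of 2.11 (0.38 to 4.49), below the pan-leukocyte median of 2.70 and at 0.35 after scaling. By flow cytometry the paper reports fewer regulatory T cells in the immunized groups, a different measure. For 2 further GO terms, 25 of 54 selected genes were higher and 21 lower in *f-*CNTs for hematopoietic progenitor cell differentiation and 83 and 65 of 174 for response to molecule of bacterial origin. Their medians were 0.86 and 0.91, and −1.52 and −1.59 after pan-leukocyte scaling. In PEP37 Adj these were 13 and 10 of 54, and 37 and 29 of 175, with medians of 0.29 and 0.28, or −0.39 and −0.41 after scaling.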
